# Distinct Cardiac Transcriptional Profiles Defining Pregnancy and Exercise

**DOI:** 10.1371/journal.pone.0042297

**Published:** 2012-07-31

**Authors:** Eunhee Chung, Joseph Heimiller, Leslie A. Leinwand

## Abstract

**Background:**

Although the hypertrophic responses of the heart to pregnancy and exercise are both considered to be physiological processes, they occur in quite different hormonal and temporal settings. In this study, we have compared the global transcriptional profiles of left ventricular tissues at various time points during the progression of hypertrophy in exercise and pregnancy.

**Methodology/Principal Findings:**

The following groups of female mice were analyzed: non-pregnant diestrus cycle sedentary control, mid-pregnant, late-pregnant, and immediate-postpartum, and animals subjected to 7 and 21 days of voluntary wheel running. Hierarchical clustering analysis shows that while mid-pregnancy and both exercise groups share the closest relationship and similar gene ontology categories, late pregnancy and immediate post-partum are quite different with high representation of secreted/extracellular matrix-related genes. Moreover, pathway-oriented ontological analysis shows that metabolism regulated by cytochrome P450 and chemokine pathways are the most significant signaling pathways regulated in late pregnancy and immediate-postpartum, respectively. Finally, increases in expression of components of the proteasome observed in both mid-pregnancy and immediate-postpartum also result in enhanced proteasome activity. Interestingly, the gene expression profiles did not correlate with the degree of cardiac hypertrophy observed in the animal groups, suggesting that distinct pathways are employed to achieve similar amounts of cardiac hypertrophy.

**Conclusions/Significance:**

Our results demonstrate that cardiac adaptation to the later stages of pregnancy is quite distinct from both mid-pregnancy and exercise. Furthermore, it is very dynamic since, by 12 hours post-partum, the heart has already initiated regression of cardiac growth, and 50 genes have changed expression significantly in the immediate-postpartum compared to late-pregnancy. Thus, pregnancy-induced cardiac hypertrophy is a more complex process than exercise-induced cardiac hypertrophy and our data suggest that the mechanisms underlying the two types of hypertrophy have limited overlap.

## Introduction

Cardiac hypertrophy is a prognostic indicator for heart disease and heart failure. Pathological cardiac hypertrophy in response to hypertension or mitral regurgitation results in concentric or eccentric cardiac hypertrophy, respectively. This remodeling is often associated with deleterious effects on cardiac function, and can progress to heart failure [1]. Unlike pathological cardiac hypertrophy, physiological hypertrophy, the process whereby neonatal hearts grow to adult size and athletes' hearts enlarge, is considered to be beneficial and this growth occurs while maintaining or improving cardiac function without inducing fibrosis or sarcomere disarray [2].

Pregnancy is another hypertrophic stimulus that is associated with a cardiac volume overload. In this respect, pregnancy-induced cardiac hypertrophy is somewhat similar to that induced by endurance exercise training. However, unlike exercise training, pregnancy is accompanied by significant changes in the hormonal milieu, and both the volume overload and increased heart rate are continuous rather than intermittent. Recently, we analyzed several signaling pathways at different time points including mid-pregnancy (MP) and late-pregnancy (LP) [3]. We showed that cardiac adaptation in MP shares some similarities with exercise training. For example, neither type of cardiac hypertrophy shows fibrosis. In addition, the Akt signaling pathway, which is important in exercise-induced cardiac hypertrophy [4], is also activated during pregnancy. However, pregnancy-induced cardiac hypertrophy also displays features distinct from exercise-induced hypertrophy. Unlike exercise, pregnancy is associated with short-term and transient systolic dysfunction indicated by decreased percent fractional shortening in LP [3], [5]. The hormonal milieu of pregnancy is also distinct from that of exercise, and several pieces of evidence suggest that these hormones impact cardiac hypertrophy during pregnancy. Progesterone, which is elevated during pregnancy, causes hypertrophy of neonatal rat ventricular myocytes [3]. Administration of estrogen to ovariectomized mice leads to decreases in cardiac Kv4.3 transcripts and increases in c-Src activity, mimicking what is seen during pregnancy [5]. For these reasons, the two settings are distinct, but their global transcriptional profiles have not been directly compared. Thus, the objective of this study was to test the hypothesis that pregnancy is accompanied by changes in cardiac gene expression that are distinct from those seen in exercise.

We examined the transcriptional profiles of hearts in response to pregnancy and exercise using Affymetrix microarrays (Mouse Genome 430 2.0 Array). A number of genes of interest in the various groups were validated experimentally through quantitative RT-PCR (qRT-PCR). We performed Gene Ontology (GO) analysis and pathway-oriented ontological analysis and found that while exercise and MP are very similar, they are distinct from LP and immediate-postpartum (0PP). Because GO analysis indicated a significant association of MP (but not EX) with genes involved in Ubl conjugation, we assessed proteasome activity at various time points, and found that it is significantly up-regulated in MP and 0PP, but down-regulated in 21EX. Altogether, our results demonstrate that pregnancy-induced and exercise-induced cardiac hypertrophy occur through molecular mechanisms that are similar when compared to MP but also distinct when considering LP and 0PP time points, suggesting that pregnancy-induced cardiac hypertrophy and regression follow a unique trajectory.

## Results and Discussion

In review articles [6], enlargement of the heart due to pregnancy and due to exercise are grouped together as “physiologic,” as opposed to pathologic. However, these two physiological pathways are, in fact, distinct due to many factors including the hormonal milieu of pregnancy and the continuous stimulus of pregnancy compared to the intermittent stimulus of exercise. Here, we report that pregnancy- and exercise-induced cardiac hypertrophy occur through molecular mechanisms that are similar at mid-pregnancy but very different at late-pregnancy and immediate-postpartum. To our knowledge, this is the first study to compare gene expression changes in two settings of physiological cardiac hypertrophy: exercise-induced cardiac hypertrophy vs. pregnancy-induced cardiac hypertrophy.

Cardiac hypertrophy, indicated by percent change following stimulus in left ventricular weight to tibial length (LV/TL) ratio compared to controls, was 14.0%, 18.6%, and 17.0% in MP, LP, and 0PP, respectively. The percent increase in LV/TL ratio in response to exercise was 22.1% and 28.5% in 7EX and 21EX, respectively. The detailed morphometric characteristics of female C57Bl/6 mice in response to pregnancy and exercise training are presented in **Table 1**. These time points were selected to identify patterns of gene expression that correspond to different phases of cardiac hypertrophy.

**Table 1:** Morphometric characteristics of female C57Bl/6 mice in response to pregnancy and voluntary wheel running.

	NP/Sed (n = 8)	MP (n = 7)	LP (n = 8)	0PP(n = 6)	7EX (n = 9)	21EX (n = 10)
BW (g)	20.47±0.36	25.58±1.22*	37.01±1.34*	24.66±0.69*	21.97±0.40*	23.34±0.53*
(mg)	69.71±1.74	81.73±2.79*	86.40±2.73*	83.68±2.30*	85.99±2.14*	90.85±1.72*
V/TL (mg/mm)	4.08±0.10	4.65±0.12*	4.84±0.13*	4.77±0.11*	4.98±0.10*	5.24±0.08*

Values expressed as mean ± standard error of mean (SEM). n = number of mice per group. Sed/NP, Sedentary/non-pregnant diestrus control; MP, mid-pregnancy; LP, late-pregnancy; 0PP, immediate- postpartum; 7EX, 7 days of voluntary wheel running; 21EX, 21 days of voluntary wheel running. BW, body weight; LV, left ventricular mass; TL, tibial length.

p≤0.05,

* significantly different from NP/Sed.

### Quantitative analysis shows two exercise groups are most closely related to mid-pregnant groups, but distinct from late-pregnant and immediate-postpartum groups

In order to determine which groups had the most closely related expression profiles, hierarchical clustering of the microarrays was performed (**Figure 1**). 

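The 18 arrays comprise 3 pools of left ventricular RNA, each from 2 to 3 hearts, for each of 6 groups: NP/Sed, 7EX, 21EX, MP, LP and 0PP. The values are the authors' RMA values (log2) for 45037 probe sets, of which 34958 are annotated to 1 gene, for 18193 genes tested. Fold changes throughout are log2 fold changes against NP/Sed unless another group is named, given ± standard error, with n = 3 arrays in each group. Genes are said to rise or fall where the adjusted p is under 0.05, the level used for the members of gene lists as well. A gene is called where 1 of its probe sets has a fold change of at least 0.807 in either direction and a two-sided limma p, adjusted by Benjamini-Hochberg over all probe sets, under 0.05. For a gene with several probe sets the value given is that of the probe set with the smallest p over all groups. Where the probe set of highest mean behaves otherwise, its value is given beside it.

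The 3' minus 5' signal of Gapdh averaged 0.01 in NP/Sed and -0.01 in the other 15 arrays (two-sided exact permutation p = 0.510 over 816 splits), and that of beta-actin 1.21 and 1.23 (p = 0.838). By group that of beta-actin was 1.08 (SD 0.02) in 7EX, 1.33 (SD 0.02) in MP and 1.30 (SD 0.02) in 0PP, beside 1.21 (SD 0.13) in NP/Sed. Groups on either side of NP/Sed offset each other in a test that pools them, so that test leaves differences between single groups open. With the 3' minus 5' signal as a covariate, called genes went from 40 to 5 in 7EX and from 67 to 22 in MP.

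Between-array distance, as the mean absolute difference per probe set, was smallest between groups for 7EX and 21EX (0.1498, SD 0.0119, 9 array pairs). Array 1 of 7EX lay closer to array 2 of 21EX (0.1419) than to any other array.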

As shown in **Figure 1**, the two exercise groups (7EX and 21EX) clustered together. One 7EX and one 21EX array clustered in the same branch, partially due to normal animal-to-animal variation in the temporal response to exercise. The MP group was most closely related to the EX groups. 

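MP arrays lay at a mean distance of 0.1626 (SD 0.0124, 18 array pairs) from the exercise arrays and 0.1771 (SD 0.0141, 9 pairs) from NP/Sed, n = 3 arrays in each group. The difference of 0.01452 has a two-sided exact permutation p of 0.0476 over 84 splits of the 9 NP/Sed and exercise arrays. The exact permutation p was 0.0714 with median centring and 0.476 without MP-2, where the difference fell to 0.00556, and it was not past 0.05 without any 1 of 9 arrays. MP was nearer to 7EX (0.1583) than to 21EX (0.1670), and its distances to LP (0.1728) and 0PP (0.1753) were larger than either. In the complete-linkage tree MP joins the branch that holds 7EX and 21EX, and of the 6 alternatives of distance, linkage, filter and scaling only median centring keeps this. The joining is lost without NP/Sed-1, 7EX-1, 21EX-2, MP-3, LP-1, LP-2, LP-3 or 0PP-2, and kept without any other array. MP joins NP/Sed instead without NP/Sed-1, LP-2 or 0PP-2. Across probe sets, fold changes in 7EX and MP had a correlation of 0.64. In 100 simulated data sets with shared controls and no group differences the correlation averaged 0.46, with limits of -0.08 and 0.80. The covariance in 7EX and MP was 0.0194, beside a mean of 0.0064 and an upper limit of 0.0160 in the simulated data. Limits given for simulated correlations and covariances need not be the lowest and highest runs, so single runs may lie beyond them. Part of the likeness comes from subtracting the same 3 NP/Sed arrays.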

LP and 0PP each clustered together and were found to be distinct (in a separate branch) from NP/Sed, MP and EX. 

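LP and 0PP, the last days of gestation and the first 12 hours after birth, lay at a mean distance of 0.1638 (SD 0.0120, 9 array pairs, n = 3 arrays in each group) from each other. Each was further from NP/Sed: 0.1770 for LP and 0.1836 for 0PP. 0PP lay about as near to 7EX (0.1643) and 21EX (0.1653) as to LP. The fold changes of the pair had a correlation of 0.64 with a covariance of 0.0192, and those of 21EX and 0PP had 0.64 and 0.0221. In simulated data without group differences the shared controls gave the pair correlations with limits of -0.23 and 0.86. The mean simulated covariance of the pair was 0.0066 (upper limit 0.0171). The first division of the tree separates LP and 0PP from the 4 other groups, and the 3 arrays of each of the pair stay together. Among the 6 alternative trees only 1, with repeated quantile normalization, has the same first division. The division is lost without NP/Sed-3, 7EX-1, 21EX-2, 21EX-3, MP-1, LP-1, LP-2, LP-3, 0PP-1 or 0PP-2, and kept without any other array. Array 3 of 0PP had as its nearest neighbor array 1 of LP (0.1436), while array 1 of NP/Sed lay nearest to array 2 of LP (0.1589).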

Next, we quantitatively assessed how different time points and stimuli affect gene expression profiles (**Figure 2**). First, we compared how many genes are differentially regulated during different time points in pregnancy. 

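In MP the erythroid genes Alas2 (heme synthesis, 1.46 ± 0.13, adjusted p = 5.61e-05) and Tent5c (a poly(A) polymerase of maturing erythroblasts, 1.63 ± 0.17) rose, as did the actin-associated Fam107a (2.07 ± 0.24). Prox1, a transcription factor of lymphatic endothelium, fell (-1.16 ± 0.23), and so did a probe set of Klhl24 (-1.24 ± 0.29, and -0.21 at its probe set of highest mean), a regulator of intermediate filaments. In LP metallothionein Mt2 (1.97 ± 0.36), the alcohol dehydrogenase Adh1 (1.53 ± 0.20) and the matrix protease Mmp3 (1.37 ± 0.28) rose. The integrin Itgb6 (-1.17 ± 0.16) and the apelin receptor Aplnr (-0.99 ± 0.16) fell there. The LP arrays differed widely for Mt2 (SD 1.26, beside 0.24 in NP/Sed) and Mmp3 (0.92, beside 0.12), but not for Adh1 (0.30, beside 0.47). Some genes were called at both stages: Adh1 was higher in MP too (1.05), and Fam107a in LP (1.51). In 0PP the TWEAK receptor Tnfrsf12a (1.40 ± 0.20, adjusted p = 0.00435), the NAD-synthesis kinase Nmrk2 (1.16 ± 0.17) and the protease inhibitor Timp1 (1.33 ± 0.33) rose. These genes were picked by a rule fixed on the values, the largest called changes, with n = 3 arrays in each group.

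Counted over all genes, 67 were called in MP (35 higher, 32 lower), 77 in LP (64 higher, 13 lower) and 44 in 0PP (30 higher, 14 lower). Leaving out 1 array gave 18 (without MP-3) to 284 (without MP-1) in MP, 46 (without NP/Sed-3) to 130 (without LP-2) in LP and 19 (without NP/Sed-3) to 65 (without NP/Sed-1) in 0PP. With the 3' minus 5' covariate the count for MP was 22. In 100 simulated data sets with no group differences the mean count was 0.03, 0.35 and 0.30, with single runs as high as 3, 35 and 29. Without the fold limit, 383, 541 and 702 genes had an adjusted p under 0.05.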

There are 163 genes in MP (63 up-regulated and 100 down-regulated), 98 genes in LP (79 up-regulated and 19 down-regulated), and 83 genes in 0PP (51 up-regulated and 32 down-regulated) differentially expressed compared to NP/Sed. There are only 12 genes shared among all three pregnancy groups (MP, LP, and 0PP). It is interesting to note that not many genes are shared between groups of different stages of pregnancy (**Figure 2A**: 24 genes between MP and LP, 25 genes between LP and 0PP, and 32 genes between MP and 0PP are shared). This result illustrates that each stage of pregnancy is associated with distinct programs of gene expression. In addition, the number of differentially expressed genes decrease as pregnancy progresses, suggesting a restoration of transcriptional levels comparable to those of NP/Sed. 

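Among the genes called in all stages, Lyve1, a hyaluronan receptor of lymphatic vessels and resident macrophages, rose by 0.97 ± 0.14 in MP, 0.92 ± 0.14 in LP and 1.02 ± 0.14 in 0PP (adjusted p = 0.00344, 0.00199 and 0.00408, n = 3 arrays in each group). The transcription factor Sox4 fell at 1 of its probe sets (-0.96 ± 0.15, adjusted p = 0.00606 in MP, -0.85 ± 0.15, adjusted p = 0.00718 in LP, -0.84 ± 0.15, adjusted p = 0.0124 in 0PP), and the predicted gene Gm19277 fell in each (-0.94 ± 0.18, -1.13 ± 0.18 and -1.16 ± 0.18). Car3 and Fkbp5 complete the 5 genes shared by MP, LP and 0PP. With 1 array left out this number ran from 2 (without NP/Sed-3 or 0PP-3) to 10 (without NP/Sed-1).

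MP and LP shared 12 called genes, 9 higher and 3 lower, among them the stress kinase gene Map3k6 (0.96 ± 0.17 in MP and 0.95 ± 0.17 in LP) and the ubiquitin ligase gene Hecw2 (0.99 ± 0.15 in LP). LP and 0PP shared 11 (9 higher, 2 lower), including the clock gene Per2, the NF-kappa-B regulator Nfkbiz and the protease gene Adamts1. MP and 0PP shared 10, of which 7 were lower, including the junction gene Jam2 (-0.85 ± 0.18 in 0PP, -0.11 at its probe set of highest mean). Leaving out 1 array gave 5 (without MP-3) to 20 (without LP-2) for MP and LP, 2 (without NP/Sed-3) to 23 (without NP/Sed-1) for LP and 0PP, and 3 (without 0PP-3) to 26 (without MP-1) for MP and 0PP. Independent sets of these sizes would share 0.123 genes higher and 0.023 lower for MP and LP, 0.106 and 0.010 for LP and 0PP, and 0.058 and 0.025 for MP and 0PP. Simulated data with the shared NP/Sed arrays gave mean overlaps of 0.00, 0.00 and 0.02. Covariances of the fold changes were 0.0164 for MP and LP and 0.0178 for MP and 0PP. The simulated data had means of 0.0062 and 0.0065 and upper limits of 0.0152 and 0.0147, which single runs may pass. Part of the sharing can come from the shared controls.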

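Nfkbiz (0.81 ± 0.17 in LP and 1.03 ± 0.17 in 0PP), which shapes inflammatory transcription, and Adamts1 (0.96 ± 0.17 in LP and 0.92 ± 0.17 in 0PP), a protease of versican, stayed above NP/Sed after birth, n = 3 arrays in each group. Probe sets with no overlap between the 3 arrays of the group and the 3 of NP/Sed made up 17.4% in MP, 16.4% in LP and 21.1% in 0PP, beside 10.0% by chance. From a falling number of called genes in its own counts the paper proposes a return toward the transcriptional state of NP/Sed. Here the counts in MP, LP and 0PP were 67, 77 and 44, with no steady fall. Without the fold limit they rose (383, 541 and 702). The mean distance to NP/Sed was 0.1771 in MP, 0.1770 in LP and 0.1836 in 0PP. These values show no return by 0PP.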

Further, we directly compared transcripts expressed in 0PP to LP (LP was the reference instead of NP/Sed because it is temporally much closer to 0PP), and surprisingly, 50 genes (28 genes up-regulated and 22 genes down-regulated) are differentially regulated within this short time period (the time between LP and 0PP is 1–2 days).

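Genes of fatty acid oxidation fell between LP and 0PP: Angptl4, an inhibitor of lipoprotein lipase (-2.17 ± 0.39, adjusted p = 0.0111), the pyruvate dehydrogenase kinase Pdk4 (-1.44 ± 0.30), the thioesterase Acot1 (-1.38 ± 0.21), the mitochondrial carrier Ucp3 (-1.14 ± 0.17) and the peroxisomal enzyme Ehhadh (-1.08 ± 0.11, adjusted p = 1.21e-04), n = 3 arrays in each group. The natriuretic peptide gene Nppb (1.23 ± 0.19), Nmrk2 (1.23 ± 0.17) and the proto-oncogene Mycn (1.18 ± 0.22) rose over the same days.

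In all, 38 genes were called against LP (22 higher, 16 lower), with a mean of 0.03 and at most 2 in 100 simulated data sets without group differences. The count was 23 without 0PP-2 and 21 with only the 2 groups in the fit. The fatty acid and ketone list had 0 higher and 15 lower of 26 genes (0 and 20 adjusted over the list alone), median -0.339, camera down with adjusted p = 3.70e-23 (adjusted p = 0.0738 with an estimated correlation). Adipocyte markers moved with it, with 0 higher and 4 lower of 19 genes (0 and 8 adjusted over the list alone), median -0.139, camera down with adjusted p = 1.38e-06 (adjusted p = 0.0738 with an estimated correlation). Among cytoskeletal genes the tubulin gene Tuba1a (0.72 ± 0.11) and cytoplasmic actin Actg1 (0.54 ± 0.10) rose. Their list had 6 higher and 0 lower of 46 genes (7 and 0 adjusted over the list alone), median 0.033, camera up with adjusted p = 0.00408 (adjusted p = 0.3 with an estimated correlation). Heat shock genes had 4 higher and 0 lower of 15 genes (10 and 0 adjusted over the list alone), median 0.292, camera up with adjusted p = 3.78e-07 (adjusted p = 0.123 with an estimated correlation).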

**Figure 1:**
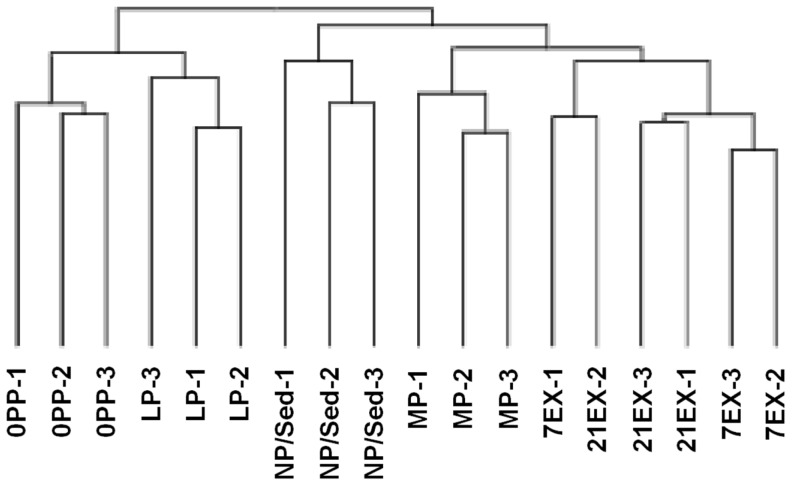
Hierarchical clustering demonstrates the MP gene expression is most closely related to the EX group. NP/Sed, virgin female mice at diestrus for non-pregnant sedentary controls; MP, mid-pregnancy; LP, late-pregnancy; 0PP, immediate-postpartum; 7EX, 7days of voluntary wheel running; 21EX, 21days of voluntary wheel running. Hierarchical clustering dendrogram generated using all probe sets with the ‘heatmap.2’ function in R.

**Figure 2:**
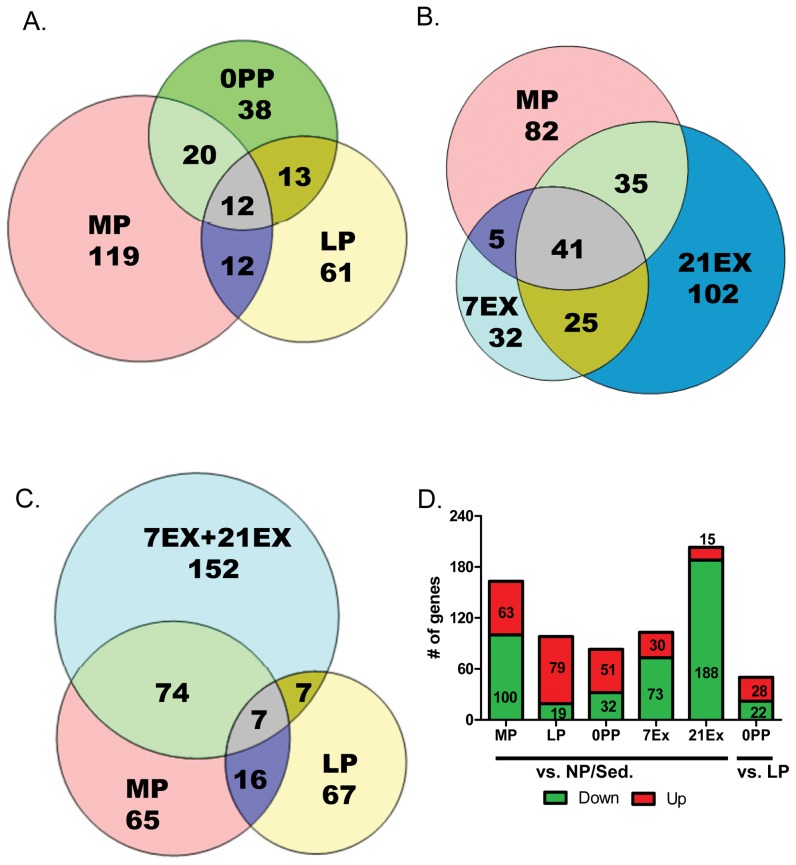
EX groups share gene regulation with MP. Venn diagrams of genes regulated A) during pregnancy, B) during MP, 7EX, and 21EX, C) during exercise, MP, and LP (all compared to NP/Sed. D) The number of genes changed compared to NP/Sed and comparison of 0PP to LP. Red represents genes up-regulated while green represents genes down-regulated.

For exercise groups (**Figure 2B**), there are 103 genes differentially expressed in 7EX (30 up-regulated and 73 down-regulated), and 203 genes differentially expressed in 21EX (15 up-regulated and 188 down-regulated) compared to NP/Sed. 

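After 7 days of running the largest rises were in Acta1, skeletal alpha-actin (1.41 ± 0.22), and in genes of cell division. Among the lower genes were the RNA gene 4632427E13Rik (-1.37 ± 0.28, and -0.06 at its probe set of highest mean), and single probe sets of the Wnt-pathway gene Apc (-1.07 ± 0.17) and the kinase gene Prkx (-1.05 ± 0.24). The probe sets of highest mean of Apc and Prkx gave 0.17 and 0.13. After 21 days the carboxypeptidase-like Cpxm2 (1.25 ± 0.22) and the helicase subunit gene Mcm6 (1.02 ± 0.21, and 0.43 at its probe set of highest mean) rose. Probe sets of Nedd4, a ubiquitin ligase (-1.42 ± 0.34, and 0.05 at the highest mean), and Hif1a, the oxygen-sensing transcription factor (-1.26 ± 0.24, and 0.14), fell.

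The count of called genes was 40 in 7EX (20 higher, 20 lower) and 131 in 21EX (8 higher, 123 lower), n = 3 arrays in each group. Simulated data without group differences gave means of 0.70 and 0.26 and single highest runs of 59 and 25. The 21EX count was 5 without 21EX-2 and 4 with the mean of the probe sets of a gene. For 7EX it was 11 without NP/Sed-2 and 5 with the 3' minus 5' covariate. Without the fold limit the counts with an adjusted p under 0.05 were 229 (158 higher, 71 lower) and 938 (540 higher, 398 lower). Mitochondrial respiratory chain genes did not move as a list in 21EX: 0 higher and 0 lower of 29 genes (0 and 0 adjusted over the list alone), median 0.003, camera down with adjusted p = 0.574.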

While only 12 genes are shared among pregnancy groups, 66 genes are shared between 7EX and 21EX. 

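Bdh1, a ketone body enzyme (1.29 ± 0.24 in 7EX and 1.10 ± 0.24 in 21EX, and 0.63 and 0.65 at its probe set of highest mean), and Limd2, a LIM-domain gene of cell motility (0.82 ± 0.11 and 0.93 ± 0.11), rose at both times, n = 3 arrays in each group. Of the shared lower genes, Klf9, a hormone-responsive transcription factor, fell by a similar amount at both times (-0.41 ± 0.08 and -0.36 ± 0.08 at the representative probe set, smaller than at the probe set that was called), and Lims1, an adaptor of integrin signaling, fell at 1 probe set (-0.89 ± 0.18 and -1.06 ± 0.18, and -0.31 and -0.58 at the highest mean).

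In total 18 genes were called in 7EX and 21EX, 2 higher and 16 lower, where independent sets of these sizes would share 0.009 and 0.135. The 18 became 4 without NP/Sed-2, 7EX-1 or 7EX-2 and 37 without MP-1, and 1 with the mean of the probe sets of a gene or with the 3' minus 5' covariate. Simulated data with shared controls gave a mean of 0.25 and a highest run of 25. Fold changes at 7 and 21 days had a correlation of 0.79 (mean 0.44 and limits of -0.18 and 0.82 in the simulated data). Their covariance was 0.0256 (simulated mean 0.0064, upper limit 0.0166), so part of the overlap can come from the shared NP/Sed arrays.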

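The desmosomal cadherin gene Dsg2 (-0.96 ± 0.17 in 21EX and -0.77 ± 0.17 in MP) and the transcription factor gene Nfic (-0.94 ± 0.16 and -0.84 ± 0.16) fell after 21 days of running and at mid-pregnancy, n = 3 arrays in each group. The probe sets that fell have means of 7.60 (Dsg2) and 6.79 (Nfic), and those of highest mean (10.16 and 10.27) gave -0.05 and -0.04 for Dsg2, and 0.00 and -0.11 for Nfic. Limd2 rose in MP (0.82 ± 0.11), and a probe set of the actin-binding Cotl1 rose in 21EX and MP (1.16 ± 0.21 and 0.91 ± 0.21, and -0.02 and 0.23 at the highest mean).

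21EX and MP had 20 called genes in common, 2 higher and 18 lower, with 0.015 and 0.216 expected for independent sets and a simulated mean of 0.02 with shared controls (highest run 2). This overlap was 2 without NP/Sed-1, 0 without MP-2, 1 without MP-3 and 130 without MP-1. It was 0 with the mean of the probe sets of a gene and 1 with the 3' minus 5' covariate. The correlation of the fold changes was 0.64 (mean 0.44 and limits of -0.06 and 0.82 in the simulated data). The covariance was 0.0225 beside a simulated mean of 0.0062 (upper limit 0.0137). Part of the excess can come from the 3 shared control pools.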

Intriguingly, a large number of genes (76 genes) are shared between 21EX and MP although the degree of cardiac hypertrophy in 21EX (28.5%) is much greater than in MP (14.0%) compared to NP/Sed. When we compare EX (combined 7EX and 21EX) to MP (**Figure 2C**), 81 genes are shared between EX and MP. Among 81 genes, 80 genes are regulated in the same direction (6 genes are up-regulated and 74 genes are down-regulated). 

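Each of the 21 genes called in MP and in 7EX or 21EX moved in 1 direction: 2 were higher and 19 lower, and 0 were opposite (n = 3 arrays in each group). The 21 became 1 without MP-2, 2 without MP-3, 3 without NP/Sed-1 and 134 without MP-1. They became 1 with the 3' minus 5' covariate and 11 with a replicate block. The higher pair is Cotl1 and Limd2. Among the lower genes, Gm19277 fell in 7EX (-0.97 ± 0.18), and Rad23b, a shuttle of ubiquitinated proteins, fell at 1 probe set in 21EX and MP (-1.01 ± 0.22 and -1.09 ± 0.22, and 0.07 and 0.00 at the highest mean). Independent sets of these sizes would share 0.050 genes higher and 0.223 lower. With shared controls and no group differences the simulated mean was 0.03 and the highest run 3. Under the re-implemented Cyber-T 77 genes were shared, 3 higher and 73 lower in both. Dropping the fold limit gave 152, with 54 higher and 92 lower. Not every shared gene moved in 1 direction under these settings.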

Only Zbtb16 is regulated in the opposite direction (down-regulated in EX and up-regulated in MP). 

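Zbtb16, a glucocorticoid-responsive transcription factor, rose in MP (1.10 ± 0.26, adjusted p = 0.043) and LP (1.22 ± 0.26, adjusted p = 0.0191), n = 3 arrays in each group. Its values after exercise were -1.03 ± 0.26, adjusted p = 0.0734 at 7 days and -0.71 ± 0.26, adjusted p = 0.136 at 21 days. Compared directly, MP exceeded 7EX by 2.13 ± 0.26, adjusted p = 5.10e-04 and 21EX by 1.81 ± 0.26, adjusted p = 0.00262. Fkbp5, a glucocorticoid-induced co-chaperone, was near NP/Sed after exercise (0.24 ± 0.22 and 0.06 ± 0.22).

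**Figure D1:**
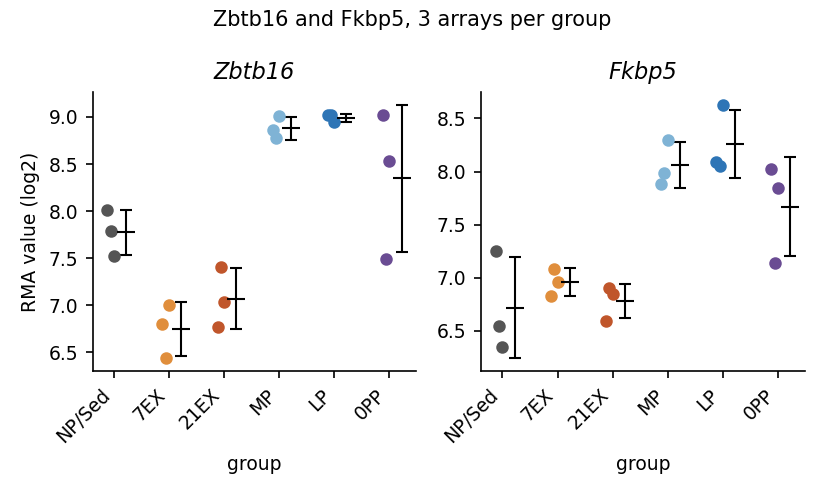
RMA values (log2) of Zbtb16 and Fkbp5 in the 6 groups. Dots are the 3 arrays of a group, the black dash and bar the mean and standard deviation.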

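Of the genes called in 21EX, 93.9% were lower, beside 50.0% in 7EX, 47.8% in MP, 16.9% in LP and 31.8% in 0PP (n = 3 arrays in each group). These shares depend on the setting. With the re-implemented Cyber-T 72.3% were lower in 7EX and 63.3% in MP, and with only the 2 groups compared 69.4% in 7EX. The mean of the probe sets of a gene gave 13.3% in 7EX, 50.0% in 21EX and 8.7% in MP. Typical of the genes called lower in 21EX are Herc1, a giant ubiquitin ligase (-1.22 ± 0.26, and 0.00 at its probe set of highest mean), and Usp34, a deubiquitinase (-0.85 ± 0.18, and -0.18). For 122 of the 123 lower genes another probe set reads the same gene. The brightest such probe set had a median fold change of -0.03 in 21EX (quartiles -0.20 and 0.06), against -0.96 for the probe set that was called, and in 115 genes it was the brighter of the pair. None (0) of these sister probe sets passed with the fold limit. Without that limit, those of Bclaf1, Crebbp, Klf9, Naa15, Ppp2r3a, Rhobtb1, Timp3 and Tob2 were lower at an adjusted p under 0.05 (-0.67 to -0.37).

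Called rises reached at most 1.41 in 7EX and 1.25 in 21EX, beside 2.72 in MP, 1.97 in LP and 1.98 in 0PP. Without the fold limit, 540 of 938 genes with an adjusted p under 0.05 in 21EX were higher.

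**Figure D2:**
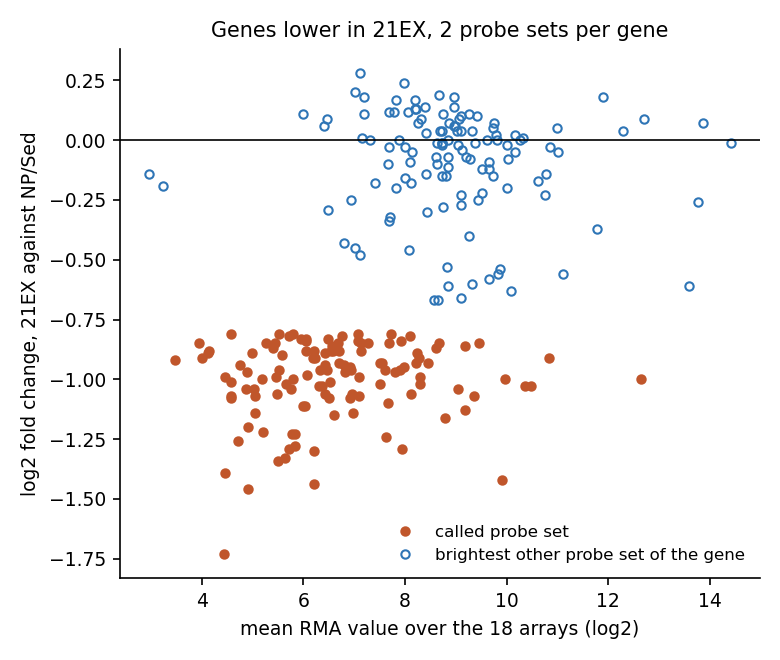
Log2 fold change in 21EX against NP/Sed and mean RMA value over the 18 arrays for genes called lower in 21EX. Filled red points are the called probe set and open blue points the brightest other probe set of the same gene.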

Another interesting finding is that most genes are down-regulated in the EX groups (**Figure 2D**), and for the genes that do increase, the degree of up-regulation is lower in the EX group than in the pregnant groups (see **Table S1**). The entire list of genes altered across all groups is available as **Dataset S1**.

We compared our results to a publically available dataset on swimming-induced cardiac hypertrophy that had shown an almost identical degree of cardiac hypertrophy (29% in swimming vs. 28.5% in 21EX). The fold changes in response to one week of swimming are even lower, on average, than our voluntary wheel running group and yielded only 41 differentially expressed genes. Gene profiles from our voluntary wheel running exercise and the one-week swimming study suggest that neither form of exercise induces the large fold changes that are seen in pathological cardiac settings. For example, 865 genes are differentially regulated in isoproterenol-treated animals at a similar cutoff [7].

### Gene Ontology (GO) analysis supports quantitative analysis

We analyzed functionally related gene clusters of differentially expressed genes to provide an overview of the major processes regulating each group with DAVID (the Database for Annotation, Visualization, and Integrated Discovery). 

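Among cytoskeletal and sarcomere genes, falls outnumbered rises after 21 days of running. Probe sets of cardiac troponin T, Tnnt2 (-0.86 ± 0.16, and -0.01 at its probe set of highest mean), of the giant spring protein titin, Ttn (-0.96 ± 0.21, and -0.26), and of microtubule-associated Map4 (-0.53 ± 0.11, and -0.39) fell, n = 3 arrays in each group. At mid-pregnancy the crosslinker gene Macf1 (-0.63 ± 0.12, and 0.09) and tropomyosin Tpm1 (-0.89 ± 0.20, and -0.07) fell, while alpha-actinin Actn1 rose (0.51 ± 0.11).

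Counted by gene the list had 1 higher and 8 lower of 46 genes (5 and 17 adjusted over the list alone), median 0.013, camera down with adjusted p = 0.452 in 21EX. At mid-pregnancy it had 2 higher and 7 lower of 46 genes (7 and 17 adjusted over the list alone), median -0.005, camera down with adjusted p = 0.423. In 21EX the median is above 0 while the test points down. 8 of the 46 members are genes the paper names, so these counts are not independent evidence.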

The ontology clusters are largely similar between MP and EX, including transcription regulation and cytoskeleton (**Figure 3A**), supporting the quantitative analyses shown in the Venn-diagram in **Figure 2**. We further asked how many genes are shared in the transcriptional regulation cluster between EX (7EX and 21EX) and MP. As shown in **Figure 3B**, 59 genes are uniquely regulated in EX, 17 genes are uniquely regulated in MP, and 36 genes are shared between EX and MP groups. Interestingly, except for Zbtb16 which is regulated oppositely depending on the stimulus (down-regulated in EX but up-regulated in MP), all other 35 shared genes are down-regulated in both EX and MP groups. 

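Probe sets of Mef2a, a transcription factor of the muscle program, fell in 21EX (-0.37 ± 0.08) and MP (-0.35 ± 0.08), n = 3 arrays in each group. Its probe set of highest mean gave -0.14 and -0.12. The chromatin remodeler Atrx fell in 21EX (-0.57 ± 0.11, and 0.06 at the highest mean), and the histone methyltransferases Kmt2e (-0.53 ± 0.11, and -0.10) and Kmt2a (-0.49 ± 0.11, and -0.12) fell in MP.

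Of 61 transcription and chromatin regulators, 1 rose and 20 fell in 21EX at an adjusted p under 0.05 (5 and 35 adjusted over the list alone). The median over probe sets of highest mean was 0.028, above 0, while camera pointed down (adjusted p = 0.229). It is past 0.05 with Cyber-T (0.0493), a mean of at least 5 (0.0195), repeated quantile normalization (0.00213) and the mean of the probe sets of a gene (1.52e-10), and without NP/Sed-3 (0.00904) or 21EX-1 (0.0181). In MP the list had 1 higher and 7 lower of 61 genes (1 and 33 adjusted over the list alone), median -0.026, camera down with adjusted p = 2.42e-04 (adjusted p = 0.441 with an estimated correlation). In 7EX it had 0 higher and 1 lower of 61 genes (0 and 23 adjusted over the list alone), median -0.037, camera down with adjusted p = 0.00202 (adjusted p = 0.485 with an estimated correlation). Because 15 members were named by the paper, the list is not independent evidence.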

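A probe set of Mbnl1, a regulator of muscle splicing, fell in 21EX (-1.20 ± 0.25, adjusted p = 0.0211) and MP (-1.10 ± 0.25, adjusted p = 0.039), while its probe set of highest mean gave -0.23 and -0.17, n = 3 arrays in each group. For Rbm25, which steers splice-site choice, the value was -1.34 ± 0.24 in 21EX, a fall, and -0.92 ± 0.24, adjusted p = 0.0755 in MP (-0.25 and -0.24 at the highest mean). The serine/arginine-rich factor Srsf11, written Sfrs11 in the paper, fell in 21EX (-0.89 ± 0.18, and 0.00 at the highest mean) and had -0.45 ± 0.18, adjusted p = 0.253 in MP. Srsf3, or Sfrs3, had 0.02 ± 0.08, adjusted p = 0.942 in 21EX and -0.27 ± 0.08, adjusted p = 0.119 in MP at the probe set of highest mean. A less intense probe set of Srsf3 gave -0.97 ± 0.20, adjusted p = 0.0211 in 21EX and -0.81 ± 0.20, adjusted p = 0.06 in MP.

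Over the splicing and RNA-binding list the counts were 0 higher and 2 lower of 55 genes (0 and 20 adjusted over the list alone), median -0.071, camera down with adjusted p = 3.36e-07 (adjusted p = 0.195 with an estimated correlation) in MP. In 7EX they were 0 higher and 0 lower of 55 genes (0 and 0 adjusted over the list alone), median -0.044, camera down with adjusted p = 0.00483 (adjusted p = 0.46 with an estimated correlation).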

Although alternative splicing is not included in pie chart due to the fact that GO clusters are less than 2% of the whole, several genes regulating alternative splicing are shared between 21EX and MP including Mbnl1, Sfrs3, Sfrs11, and Rbm25. 

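Wbp11, a spliceosome component, fell in 21EX at 1 probe set (-0.81 ± 0.17, and 0.09 at its probe set of highest mean), n = 3 arrays in each group. Other spliceosome genes had -0.84 ± 0.22, adjusted p = 0.0501 (Sf3b2, and -0.07 at the highest mean), -0.11 ± 0.12, adjusted p = 0.685 (Psip1, a chromatin reader) and -0.02 ± 0.08, adjusted p = 0.937 (Hspa8, a chaperone). The RNA-binding gene Rbm5 had -0.61 ± 0.18, adjusted p = 0.107 in MP and -0.68 ± 0.18 in 21EX (-0.13 and -0.01 at the highest mean).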

Psip1, Fus, Sf3b2, Wbp11, Hspa8, Sf3b2 and Prpf40a are unique to 21EX, while Rbm5 is unique to MP. Mbnl1 is down-regulated in 21EX and MP and has been previously implicated in alternative splicing of genes related to muscle function, including cardiac troponin-T2 and Clcn1 (skeletal muscle chloride channel 1) [8]. Each group has distinct ontology clusters as well. Cell cycle is highly represented in 7EX, RNA-binding is highly represented in 21EX, and Ubl conjugation and vasculature development are uniquely regulated in MP (**Figure 3**).

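RNA-binding and splicing genes had 1 higher and 14 lower of 55 genes (5 and 24 adjusted over the list alone), median -0.011, camera down with adjusted p = 0.0438 (adjusted p = 0.597 with an estimated correlation) in 21EX. Camera is not past 0.05 for this list without the members the paper names (0.191), with median centring (0.0503), with the principal component covariate (0.164), or without NP/Sed-1 (0.249), NP/Sed-2 (0.0856), 21EX-2 (0.115) or 21EX-3 (0.212). Mcm2, part of the replication helicase, rose at 21 days (0.76 ± 0.15, n = 3 arrays in each group), when the cell cycle list had 9 higher and 0 lower of 58 genes (18 and 3 adjusted over the list alone), median 0.190, camera up with adjusted p = 0.00252 (adjusted p = 0.597 with an estimated correlation). At mid-pregnancy the cell cycle list had 3 higher and 0 lower of 58 genes (7 and 0 adjusted over the list alone), median 0.183, camera up with adjusted p = 5.42e-04 (adjusted p = 0.537 with an estimated correlation).

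Among ubiquitin and ubiquitin-like conjugation genes at mid-pregnancy, the ligase gene Hecw2 rose (0.89 ± 0.15) and Huwe1 fell at 1 probe set (-0.71 ± 0.16, and 0.01 at its probe set of highest mean). That list had 3 higher and 5 lower of 34 genes (3 and 16 adjusted over the list alone), median -0.024, camera down with adjusted p = 0.155 in MP. Of the vasculature genes, the endothelial transcription factor Sox17 rose (0.97 ± 0.11) and the cadherin Cdh13 fell (-1.07 ± 0.19, and -0.18 at its probe set of highest mean), with Prox1 and Jam2 also lower. The vasculature list had 2 higher and 5 lower of 34 genes (5 and 11 adjusted over the list alone), median 0.040, camera up with adjusted p = 0.799. Paper-named genes are 11 of the splicing list, 11 of the conjugation list and 7 of the vasculature list, which are therefore not independent evidence.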

**Figure 3:**
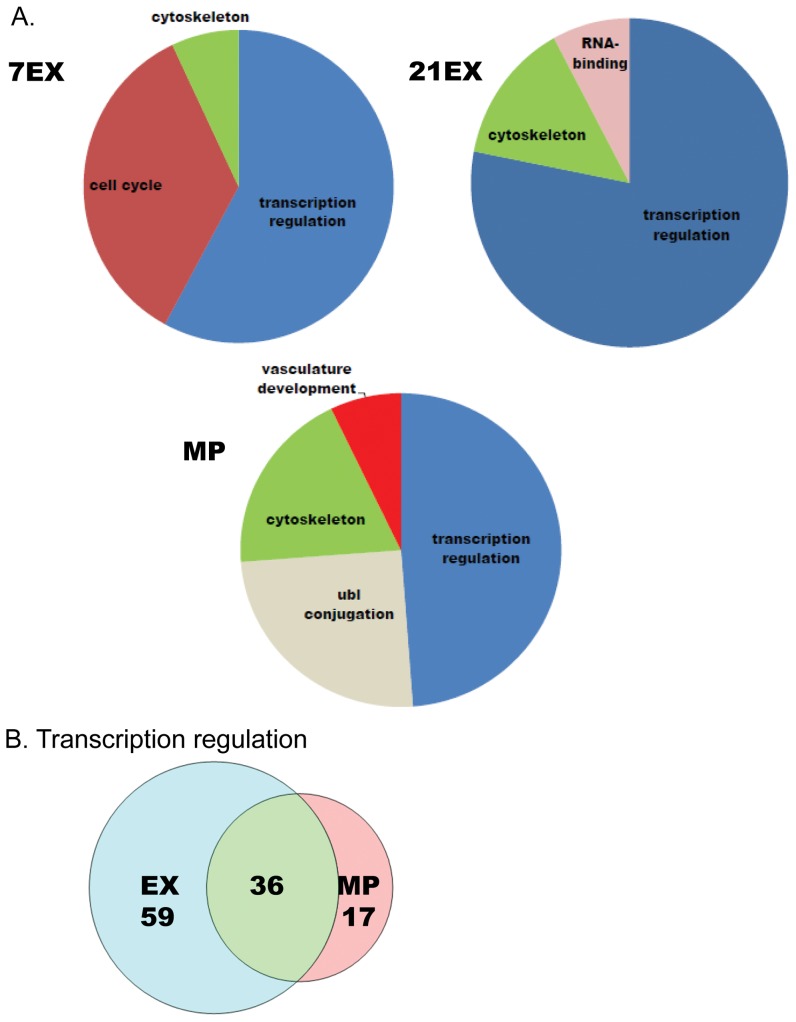
Gene ontology analysis of differentially expressed genes in MP and exercise groups. A) DAVID Gene Ontology analysis in 7EX, 21EX, and MP. B) The number of genes in the transcription regulation gene ontology category that are oppositely or similarly regulated in EX and MP.

While the MP and EX groups share many gene ontologies, the terms assigned to LP and 0PP are mostly distinct. 

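Genes of fatty acid oxidation rose in late pregnancy: Slc25a20, the carnitine carrier (0.64 ± 0.09, and 0.33 at its probe set of highest mean), Decr1 (0.50 ± 0.07) and the thioesterase Acot1 (1.44 ± 0.21), n = 3 arrays in each group. The fatty acid and ketone list had 12 higher and 0 lower of 26 genes (22 and 0 adjusted over the list alone), median 0.327, camera up with adjusted p = 6.02e-16 (adjusted p = 0.123 with an estimated correlation). Adipocyte markers moved the same way in LP, with 9 higher and 0 lower of 19 genes (10 and 0 adjusted over the list alone), median 0.309, camera up with adjusted p = 3.22e-08 (adjusted p = 0.0656 with an estimated correlation), so the cells in which these genes rose are not settled. Clock genes Per3 (0.76 ± 0.15) and Per1 (0.80 ± 0.19) rose, as did a probe set of Per2 (1.53 ± 0.24, and 0.35 at its probe set of highest mean). The circadian list had 4 higher and 1 lower of 20 genes (10 and 2 adjusted over the list alone), median 0.328, camera up with adjusted p = 0.00202 (adjusted p = 0.38 with an estimated correlation). It was not limited to LP. In 0PP the circadian list was up (median 0.292, camera adjusted p = 0.010, and 0.441 with an estimated correlation). In 7EX it was down (median -0.240, camera adjusted p = 2.42e-04, and 0.279). Glutamine synthetase, Glul, rose in LP (0.59 ± 0.08), and its list of glucocorticoid and progesterone responsive genes had 15 higher and 0 lower of 32 genes (23 and 1 adjusted over the list alone), median 0.608, camera up with adjusted p = 1.36e-13 (adjusted p = 0.195 with an estimated correlation). Catalase, Cat, rose at 1 probe set (0.42 ± 0.09, and 0.23 at its probe set of highest mean). The list of oxidative stress defence had 5 higher and 0 lower of 21 genes (6 and 0 adjusted over the list alone), median 0.161, camera up with adjusted p = 6.60e-06 (adjusted p = 0.288 with an estimated correlation), with list means of 0.45 in LP-3, 0.11 in LP-1 and -0.01 in LP-2 relative to all arrays. Among ion channels, Kcne1, a potassium channel subunit (-1.04 ± 0.21), and the gap junction gene Gja1 (-0.36 ± 0.07) fell. Ion channels as a list had 0 higher and 2 lower of 22 genes (1 and 3 adjusted over the list alone), median -0.042, camera down with adjusted p = 0.0676, and were past 0.05 with Cyber-T (0.0299), a trend (0.033), a mean of at least 5 (0.0363), repeated quantile normalization (0.0247) and the mean of the probe sets (0.0303), and without NP/Sed-3 (0.00712) or LP-2 (0.0216).

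After birth the heat shock gene Hspa1b (1.05 ± 0.18, adjusted p = 0.0109, and 0.67 at its probe set of highest mean), Hspa1a (0.61 ± 0.11) and Hsp90aa1 (0.44 ± 0.09) rose. The heat shock list had 4 higher and 0 lower of 15 genes (9 and 0 adjusted over the list alone), median 0.214, camera up with adjusted p = 1.45e-04 (adjusted p = 0.27 with an estimated correlation). A probe set of the immediate early gene Egr3 rose (1.08 ± 0.27, and -0.28 at its probe set of highest mean). Immediate early genes had 2 higher and 0 lower of 19 genes (3 and 0 adjusted over the list alone), median 0.234, camera up with adjusted p = 0.157, and were past 0.05 with Cyber-T (0.00354), with 2 groups (0.0242), with the mean of the probe sets (0.00829) and without 0PP-3 (0.0215). The paper names 2 fatty acid, 4 circadian and 2 heat shock members, so the lists are not independent evidence.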

Hormonal regulation/metabolism and biological rhythm are uniquely regulated in LP, while stress/inflammatory response is uniquely regulated in 0PP. The most statistically significant group for genes shared between LP and 0PP is secreted/extracellular matrix (**Figure 4A**). 

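Adamts1, counted here among the matrix genes, was called in LP and 0PP, and so was the secreted prostaglandin synthase Ptgds (0.99 ± 0.20 in LP and 0.96 ± 0.20 in 0PP, n = 3 arrays in each group). The chemokine gene Ccl9, also secreted, rose in LP (0.84 ± 0.18) and in 0PP (0.86 ± 0.18). Of the 11 genes called in LP and 0PP these 3 encode secreted proteins on the lists used. Ptgds was also above NP/Sed in 7EX (0.91 ± 0.20).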

Because this is the most significant cluster, we compared the secreted/extracellular matrix-related genes between LP and 0PP groups (**Figure 4B**). 

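In late pregnancy the proteoglycan decorin, Dcn (0.72 ± 0.08, and 0.17 at its probe set of highest mean), and the growth factor carrier Igfbp3 (0.67 ± 0.11) rose, while the protease Htra1 fell (-0.43 ± 0.08), n = 3 arrays in each group. Secreted and matrix genes other than collagens had 11 higher and 5 lower of 49 genes (20 and 6 adjusted over the list alone), median 0.171, camera up with adjusted p = 0.00538 (adjusted p = 0.603 with an estimated correlation). Relative to all arrays the mean of this list was 0.40 in LP-3, 0.07 in LP-1 and -0.13 in LP-2. The paper names 13 of the 49, so the list is not independent evidence. At mid-pregnancy the same list had 7 higher and 0 lower of 49 genes (12 and 2 adjusted over the list alone), median 0.261, camera up with adjusted p = 3.15e-07 (adjusted p = 0.38 with an estimated correlation). Endothelial markers in LP had 3 higher and 0 lower of 12 genes (3 and 0 adjusted over the list alone), median 0.038, camera up with adjusted p = 0.155. Smooth muscle and pericyte markers had 0 higher and 0 lower of 10 genes (0 and 0 adjusted over the list alone), median 0.004, camera down with adjusted p = 0.898. Cardiomyocyte markers had 0 higher and 0 lower of 13 genes (0 and 0 adjusted over the list alone), median -0.008, camera up with adjusted p = 0.939.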

The 13 genes that are shared between LP and 0PP are up-regulated, while 27 genes are uniquely regulated in LP. 

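Within 12 hours of birth the hyaluronan-binding proteoglycan versican, Vcan (1.00 ± 0.15), tenascin C, Tnc (0.68 ± 0.12), and thrombospondin Thbs1 (1.14 ± 0.24) rose, n = 3 arrays in each group. Stbd1, a glycogen-binding protein grouped here with the list, rose too (0.98 ± 0.15). The list of secreted and matrix genes other than collagens had 11 higher and 1 lower of 49 genes (22 and 5 adjusted over the list alone), median 0.266, camera up with adjusted p = 6.64e-05 (adjusted p = 0.441 with an estimated correlation) in 0PP. Camera for it is not past 0.05 with a mean of at least 5 (0.0821). Against LP, Vcan rose by 1.05 ± 0.15 and Dcn fell (-0.59 ± 0.08).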

Surprisingly, 21 genes related to secreted/extracellular matrix are uniquely changed within 12 hours of parturition. The temporal gene expression profile during pregnancy is available as **Table S2**.

**Figure 4:**
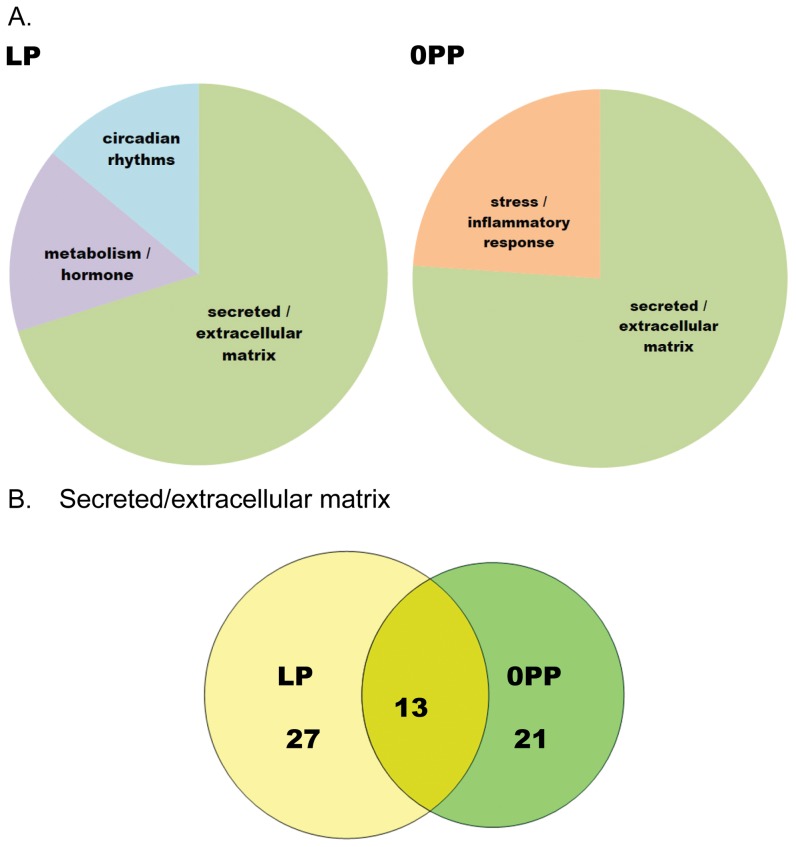
Gene ontology analysis of differentially expressed genes in LP and 0PP groups. A) DAVID Gene Ontology analysis in LP and 0PP. B) The number of secreted/extracellular matrix genes that are differently or similarly regulated in LP and 0PP.

It has been suggested that fibrosis is the consequence of physical stress on the heart, such as increased afterload due to hypertension or increased volume overload that contributes to a reduction of systolic function [9]. We previously showed reduced systolic function during LP [3], but this decrease recovered to NP levels by 0PP (data not shown). Reduced systolic function due to pregnancy-induced volume overload may activate extracellular matrix genes during LP and 0PP. However, the activation of extracellular matrix genes does not induce fibrosis in the heart of pregnant mice (detailed histology in NP, MP, and LP is in [3]) and 0PP (data not shown). We have compared our data to a publically available volume overload microarray dataset, profiling male rats (GEO accession GSE12758). This comparison yielded very little overlap with our pregnancy data. Only 1 differentially expressed gene was found in common with MP (with the fold-change in the same direction), and there was no gene overlap in LP and 0PP. This suggests that pathological hypertrophy induced by volume overload has little in common with pregnancy-induced volume overload. Taken together, systolic dysfunction and activation of extracellular matrix genes during pregnancy are transient rather than persistent as seen in pathological cardiac hypertrophy [10].

### Validation of microarray data by qRT-PCR

Several molecules that are maximally regulated in each group are presented in **Figure 5** and a number of molecules that contribute to the significant GO groups were validated experimentally through quantitative RT-PCR (qRT-PCR). Verified genes were divided into: 1) genes regulated similarly in both pregnancy and exercise (**Figure 6**); 2) genes regulated only in pregnancy (**Figure 7A**); 3) genes regulated only in 7 days exercise (**Figure 7B**); and 4) genes regulated oppositely in pregnancy and exercise (**Figure 7C**).

**Figure 5:**
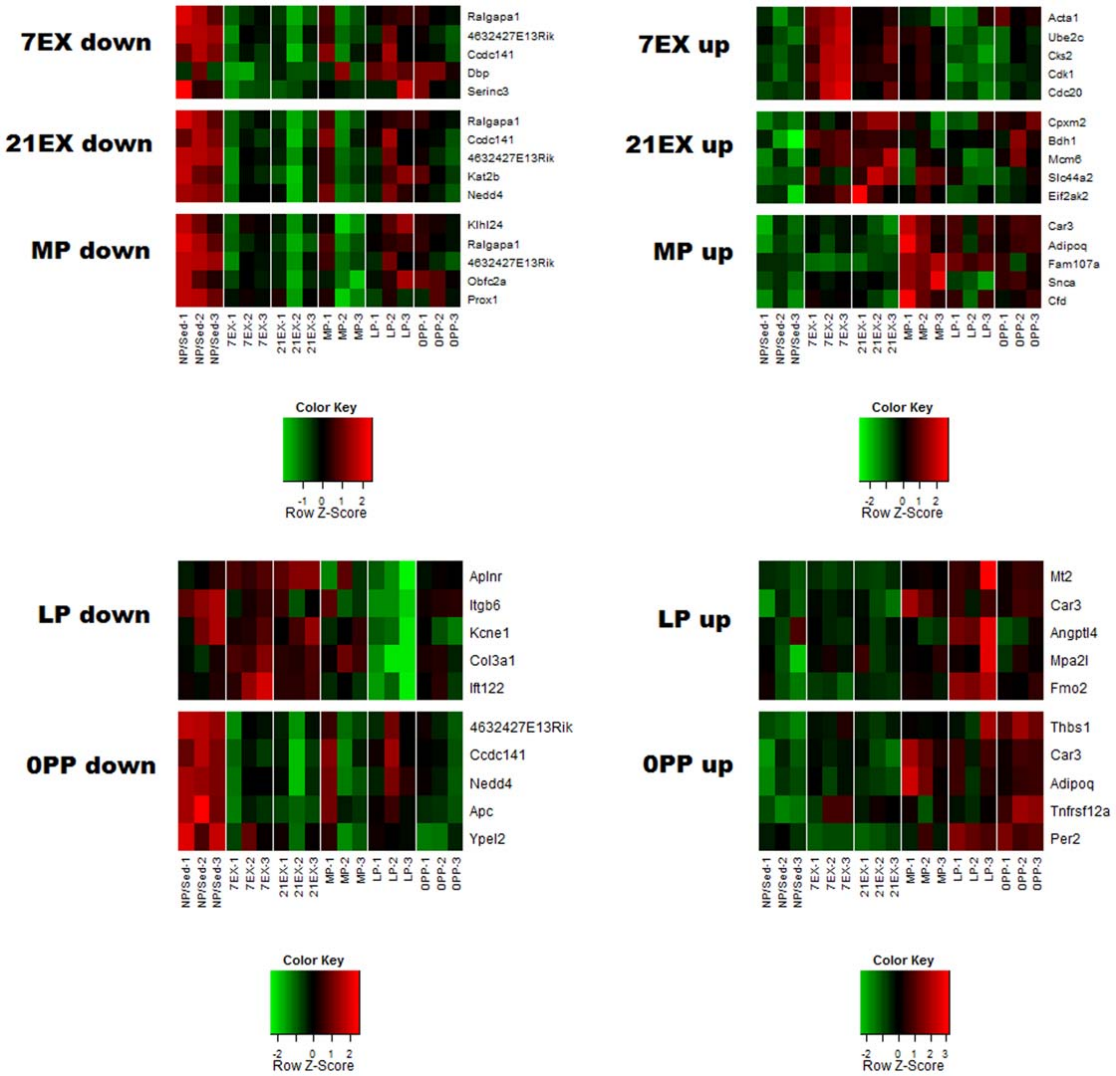
A heat map of the top differentially expressed genes in each group. The heat map of the top 5 genes, both up and down in fold-change, in each comparison group was created with the R heatmap.2 function. Z scores are computed separately for each probe set for the heat-map scale.

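Car3, a carbonic anhydrase abundant in fat and slow muscle, had the largest rise of any called gene in MP (2.72 ± 0.45, adjusted p = 0.00743) and stayed above NP/Sed in LP (1.78 ± 0.45) and 0PP (1.98 ± 0.45), n = 3 arrays in each group. Adipoq, the fat cell hormone adiponectin, followed in MP (2.46 ± 0.43, adjusted p = 0.0102) and had 1.60 ± 0.43, adjusted p = 0.0587 in 0PP. Its 3 MP arrays read 7.42, 6.27 and 5.05, and NP/Sed arrays 3.27 to 4.22. Angptl4, which restrains triglyceride uptake, rose in LP (1.73 ± 0.39), and so did Inmt, a methyltransferase (1.35 ± 0.18).

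Marker genes of fat cells moved with them, and in MP the adipocyte list had 4 higher and 0 lower of 19 genes (9 and 0 adjusted over the list alone), median 0.236, camera up with adjusted p = 1.54e-07 (adjusted p = 0.0656 with an estimated correlation). In LP the adipocyte list had 9 higher and 0 lower of 19 genes (10 and 0 adjusted over the list alone), median 0.309, camera up with adjusted p = 3.22e-08 (adjusted p = 0.0656 with an estimated correlation). Hemoglobin Hbb-b2 (1.19 ± 0.23) and the red cell enzyme Bpgm (0.93 ± 0.11) rose in MP. Erythroid markers had 6 higher and 0 lower of 22 genes (8 and 0 adjusted over the list alone), median 0.136, camera up with adjusted p = 6.73e-07 (adjusted p = 0.112 with an estimated correlation). Platelet markers in MP had 0 higher and 0 lower of 8 genes (1 and 0 adjusted over the list alone), median 0.152, camera up with adjusted p = 0.0806. Lymphocyte markers had 0 higher and 0 lower of 10 genes (0 and 0 adjusted over the list alone), median 0.083, camera up with adjusted p = 0.672.

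**Figure D3:**
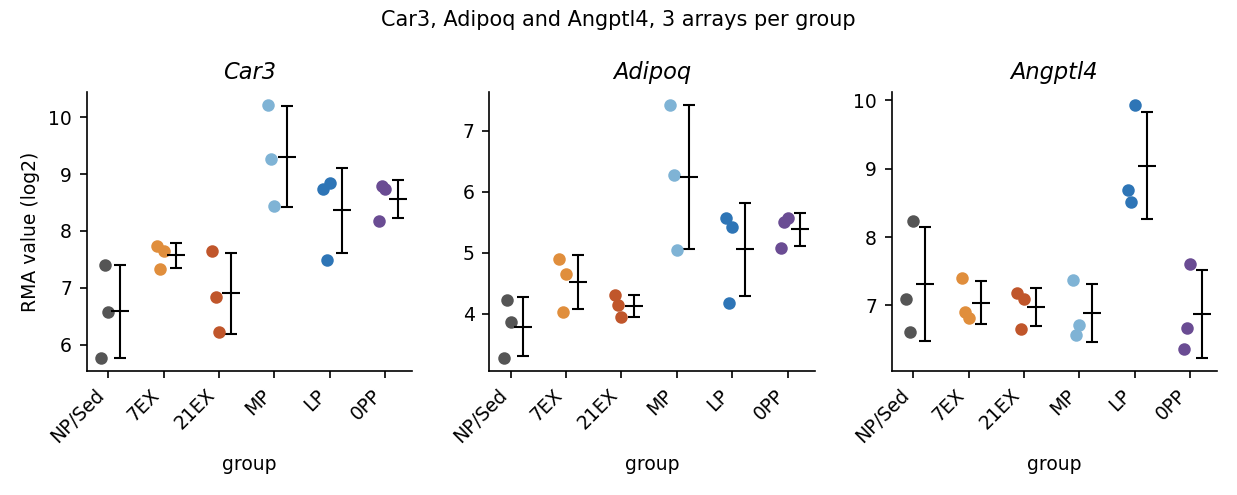
RMA values (log2) of Car3, Adipoq and Angptl4 in the 6 groups. Dots are the 3 arrays of a group, the black dash and bar the mean and standard deviation.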

**Figure 6:**
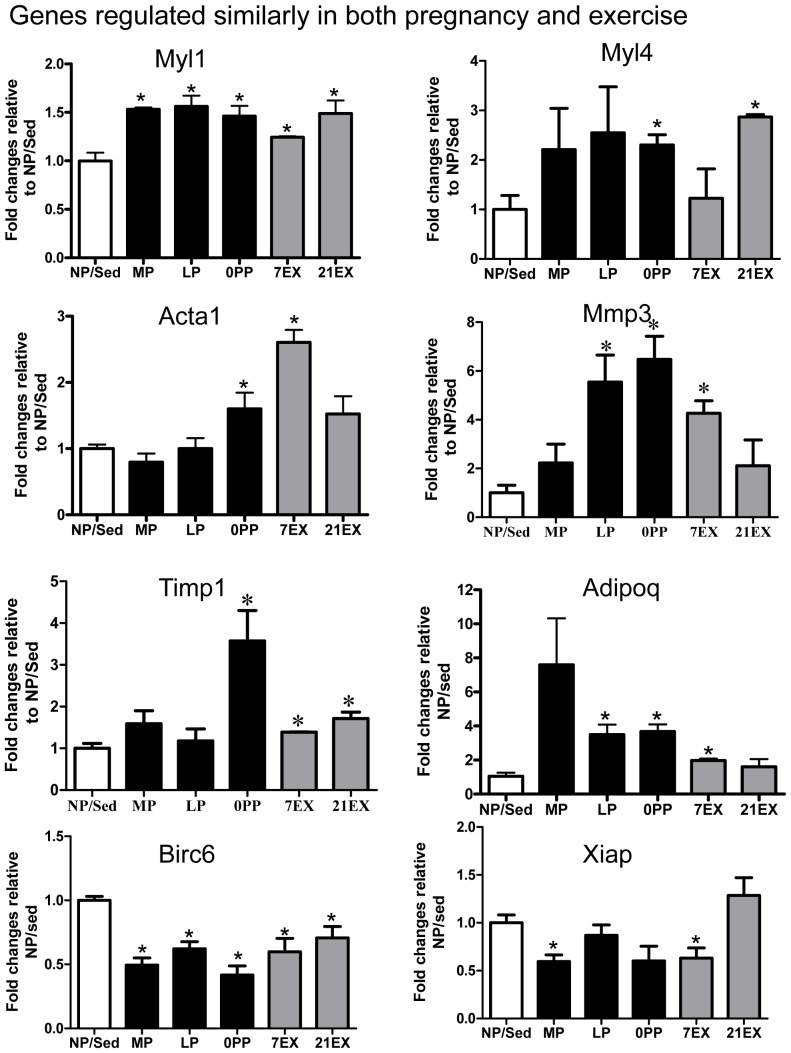
qRT-PCR of genes regulated similarly in pregnancy and exercise. Values are mean ± SEM expressed as fold change relative to NP/Sed. qRT-PCR was performed in duplicate with a minimum of 6 independent left ventricular samples per group. The levels of all mRNAs were normalized to 18S rRNA. *: p<0.05, significantly different from NP/Sed.

**Figure 7:**
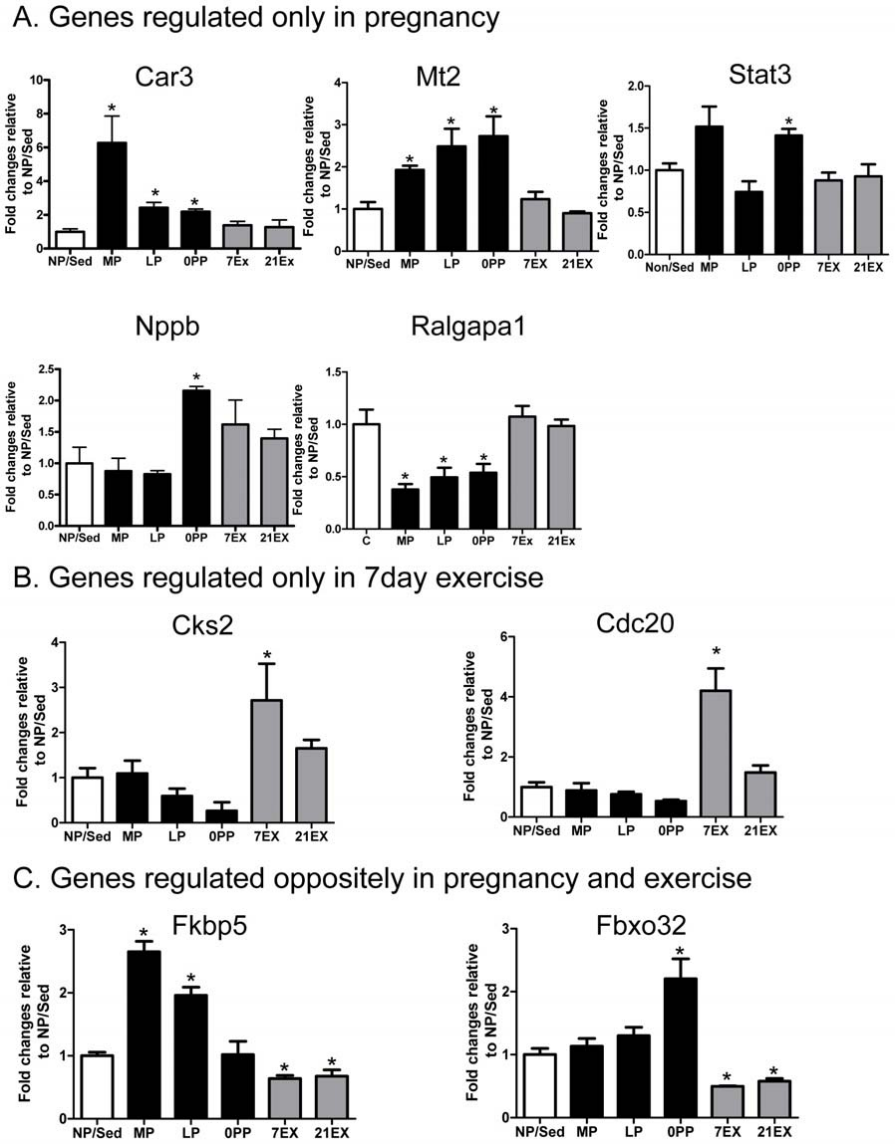
qRT-PCR validation of genes regulated in individual categories. A) Genes regulated only in pregnancy. B) Genes regulated only in the 7 day exercise group. C) Genes regulated oppositely in pregnancy and exercise. Values are mean ± SEM expressed as fold change relative to NP/Sed. qRT-PCR was performed in duplicate with a minimum of 6 independent left ventricular samples per group. The levels of all mRNAs were normalized to 18S rRNA. *: p<0.05, significantly different from NP/Sed.

### Genes regulated similarly in both pregnancy and exercise

We found Myl1 (fast skeletal myosin light chain 1) is significantly up-regulated in all pregnant and exercise groups, Myl4 (atrial myosin light chain 4) is significantly up-regulated in 0PP and 21EX, and Acta1 (α-skeletal actin) is significantly up-regulated in 0PP and 7EX. Previous studies show that Myl1 and Myl4 are significantly up-regulated in hearts from exercise-trained rats [11], [12]. Myl1 and Acta1 are significantly up-regulated in NRVMs treated with insulin-like growth factor 1 [12]. It has been demonstrated that the changes in expression of contractile protein isoforms are highly correlated with contractile properties. For example, upregulation of Myl4 protein in the ventricle has been associated with increased loaded shortening velocity and power output, as well as maximal force [13], [14]. An increase in Acta1 protein level is highly correlated with increased contractile function [15]. Taken together, genes encoding cytoskeletal proteins show changes in expression expected to enhance contractile properties in MP and EX.

Next, we validated Mmp3 (matrix metalloproteinase 3) and Timp1 (tissue inhibitors of metalloproteinase 1) that are important for extracellular matrix remodeling. The physiological condition of the extracellular matrix is maintained by a rigorously controlled balance between the synthesis and breakdown of its component proteins [16]. MMPs degrade collagen and other proteins present in the interstitial space, whereas TIMPs oppose the activity of MMPs. Dysregulation of MMPs and TIMPs is suggested as one of the mechanisms for the development of heart failure [17] due to adverse ventricular remodeling, leading to LV dilation and loss of contractile function. For example, plasma MMP3 levels are up-regulated soon after experimental acute myocardial infarction in animals and remains so for several days [18]. MMP3 protein levels are up-regulated in a decompensated heart failure model [19]. Timp1 increases in chronic pressure overloaded human hearts and its expression correlates with the degree of interstitial fibrosis [20]. However, Timp1 null mice show an increased hypertrophic response and adverse LV remodeling after myocardial infarction [21], and Timp1 overexpression significantly reduces hypertrophic growth of cardiomyocytes and prevents cardiac dilation during acute left ventricle pressure overload [20]. Together, these suggest that fine tuning of MMPs and TIMPs is important for cardiac remodeling. We found that Mmp3 is significantly up-regulated in LP, 0PP, and 7EX, while Timp1 is significantly up-regulated in 0PP, 7EX, and 21EX. Thus, unlike pathological cardiac hypertrophy, the Mmp3/Timp1 ratio is well maintained in both pregnancy- and exercise-induced cardiac hypertrophy. In addition, Adipoq (adiponectin) has been shown to protect hearts from myocardial ischemia-reperfusion injury [22], and we found that Adipoq is up-regulated in pregnancy and 7EX (see **Figure 6**). Previously, Kong et al. [23] demonstrated that genes for cytoskeletal and extracellular cellar matrix proteins are involved in both pathological hypertrophy and physiological hypertrophy induced by 6 weeks of treadmill exercise training. In agreement with this previous study [23], several genes related to cytoskeletal and extracellular matrix proteins are also highly regulated in both pregnant and EX groups (**Figure 6**), but the mode of regulation may be more favorable in EX and pregnancy, such as maintaining the ratio of MMPs to TIMP.

Apoptosis is generally associated with pathological hypertrophy and heart failure [24], while exercise training has been shown to attenuate apoptosis [25]. Birc6 (baculoviral IAP repeat-containing protein 6) and Xiap (X-linked inhibitor of apoptosis) promote cell survival by inhibiting apoptosis. They are known to be E3 ligases to catalyze the ubiquitination of caspase-3 and caspase-9 [26]. Previous studies show that Birc6 significantly decreases in idiopathic dilated cardiomyopathy [27]. Xiap either significantly increases [28] or does not change [29] in response to exercise training, and significantly increases in heart failure [29]. 

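Among genes that restrain cell death, Birc6, a giant ubiquitin-conjugating inhibitor of apoptosis, fell in 21EX (-1.33 ± 0.29, adjusted p = 0.0243) and had -0.97 ± 0.29, adjusted p = 0.133 in 7EX and -0.64 ± 0.29, adjusted p = 0.325 in MP, n = 3 arrays in each group. Xiap, an inhibitor of caspases, fell in 21EX (-1.30 ± 0.31, adjusted p = 0.0363) and had -1.08 ± 0.31, adjusted p = 0.122 in 7EX and -1.04 ± 0.31, adjusted p = 0.112 in MP. The probe sets of highest mean gave -0.07 for Birc6 and -0.22 for Xiap in 21EX.

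At mid-pregnancy the caspase activator Apaf1 (0.57 ± 0.10) and the survival gene Bcl2l1 (0.68 ± 0.13) rose, and the pro-apoptotic Bcl2l11 fell (-0.49 ± 0.11). The apoptosis list in MP had 2 higher and 1 lower of 21 genes (3 and 3 adjusted over the list alone), median 0.090, camera up with adjusted p = 0.146. The list is past camera in MP without the members the paper names (adjusted p = 0.0168) and with the principal component covariate (0.0113). In 21EX it had 1 higher and 3 lower of 21 genes (5 and 4 adjusted over the list alone), median 0.085, camera up with adjusted p = 0.754. As 4 of its 21 members are named by the paper, it is not independent evidence.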

Surprisingly, these two anti-apoptotic molecules are among the top molecules that are down-regulated during exercise and pregnancy. The microarray data show that Bclaf1 (Bcl2-associated transcriptional factor 1), which is pro-apoptotic, is also significantly down-regulated. Thus, we determined apoptotic activity by monitoring the rate of cleavage of a fluorogenic caspase-3 specific substrate from whole heart homogenates from each group. 

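Bclaf1, a transcription factor tied to apoptosis, fell in 7EX (-0.86 ± 0.13, adjusted p = 0.00721), 21EX (-0.85 ± 0.13, adjusted p = 0.0119) and 0PP (-0.61 ± 0.13), n = 3 arrays in each group. Its value was -0.46 ± 0.13, adjusted p = 0.0975 in MP and -0.27 ± 0.13, adjusted p = 0.408 in LP.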

Caspase-3 activity was not detectable except in the LP group, but the level of caspase-3 activity in LP was negligible (0.2457±0.014/mg protein). We used thymus as a positive control for this assay and the caspase3 activity of thymus was 22.64±3.04/mg protein. No increase in apoptosis during pregnancy and exercise is probably due to the continuous and balanced regulation of anti- and pro-apoptotic genes during pregnancy and exercise. Thus, the hearts are protected from fibrosis.

### Genes regulated only in pregnancy

Car3 (carbonic anhydrase III), Mt2 (metallothionein 2), Stat3 (signal transducer and activator of transcription 3), Nppb (natriuretic peptide precursor B), and Ralgapa1 (Ral GTPase activating protein, alpha subunit 1) are uniquely regulated in pregnancy but not altered in EX groups. Car3 is up-regulated in pregnancy (**Figure 7A**). Car3 catalyzes the reversible hydration of carbon dioxide and binds to the Na^+^-H^+^ exchanger (NHE1), thereby participating in acid-base balance [30]. It has been shown that Car3 is more highly expressed in female hearts than male hearts [31], perhaps due to regulation of NHE1 by estradiol [32]. In addition, over-expression of Car3 protects hearts from oxidative stress [33]. Therefore, increased Car3 during pregnancy may be protective. Mt2 is also one of the most highly up-regulated molecules unique to pregnancy (**Figure 7A**). It has been shown to protect hearts from oxidative injury [34]. Transgenic over-expression of Mt2 in mice has protective effects on acute and chronic oxidative stress conditions, such as treatment with doxorubicin and ischemia-reperfusion [34] and confers resistance to diabetes-induced cardiomyopathy [35]. In addition, Stat3, which is involved in the protection of the heart from oxidative stress, is significantly up-regulated in 0PP (**Figure 7A**). A previous study has shown that deletion of Stat3 in female mice leads to the development of postpartum cardiomyopathy by increasing reactive oxygen species [36]. Taken together, during pregnancy, it is very important to protect the heart from the oxidative stress by up-regulating genes that have antioxidant properties, such as Car3, Mt2, and Stat3.

Nppb (Natriuretic peptide precursor B), also known as BNP, is often up-regulated with pathological cardiac hypertrophy. In addition, women with heart disease have higher plasma BNP levels during pregnancy and after delivery compared to women without heart disease [37]. On the other hand, Nppb has been shown to exert anti-hypertrophic and anti-fibrogenic effects on the heart, and knockout mice deficient in the BNP receptor, guanylyl cyclase A (GC-A), undergo cardiac hypertrophy and develop extensive interstitial fibrosis [38]. Thus, a transient abrupt increase in Nppb in 0PP may protect a heart that is undergoing dramatic changes during parturition (**Figure 7A**). In addition, Ralgapa1, a molecule that is involved in Gα12/13 signaling, is significantly down-regulated in MP, LP, and 0PP (**Figure 7A**), whereas Gα12/13 signaling is significantly up-regulated in pathological cardiac hypertrophy [39].

### Genes regulated only in 7 day exercise groups

It is generally accepted that the heart is post-mitotic, but this has been challenged by the postulation that adult cardiomyocytes have the potential to proliferate in response to exercise training [40]. Our gene expression profiling show that genes related to cell cycle, including Ccna2, Ccnb2, Cdc20, Cdk1, Cep55, Cks2, Mcm5, Mki67, Smc2, Top2a, and Ube2c are all up-regulated in 7EX. In contrast, genes related to inhibitors of cell cycle progression, such as Cdkn1b and Kat2b are significantly down-regulated in 7EX. 

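Genes of mitosis and DNA replication rose after 7 days of running: the mitotic kinase Cdk1 (1.32 ± 0.14, adjusted p = 2.70e-04), its partner Cks2 (1.20 ± 0.16), cyclins Ccna2 (0.97 ± 0.17) and Ccnb2 (1.08 ± 0.16), and topoisomerase Top2a (1.11 ± 0.20, adjusted p = 0.0202), n = 3 arrays in each group. Ube2c (1.37 ± 0.20) and Cdc20 (1.30 ± 0.22, and 0.49 at its probe set of highest mean), both of the anaphase-promoting complex, rose too. The condensin Smc2 (0.96 ± 0.16), the proliferation marker Mki67 (0.99 ± 0.21, adjusted p = 0.0381) and the abscission gene Cep55 (1.04 ± 0.19) followed, and the replication helicase gene Mcm5 had 0.84 ± 0.23, adjusted p = 0.0955.

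Among list members the paper does not name here, the spindle genes Aspm (1.14 ± 0.11) and Prc1 (0.77 ± 0.10) rose. The cell cycle list had 29 higher and 0 lower of 58 genes (49 and 1 adjusted over the list alone), median 0.463, camera up with adjusted p = 3.85e-28 (adjusted p = 0.0656 with an estimated correlation). The paper names 13 of the 58, and those members are not independent evidence. Markers of other cells were also up in 7EX by the preset correlation: macrophages (median 0.337, adjusted p = 8.81e-06), fibroblasts (median 0.192, adjusted p = 6.39e-04) and endothelial cells (median 0.157, adjusted p = 0.00409), and none (0) of these 3 passes with an estimated correlation (adjusted p = 0.441 for each). With the 3' minus 5' covariate 3 of the 40 calls in 7EX are kept, while the cell cycle list stays past camera with the preset correlation. In LP the list pointed the other way, with 0 higher and 1 lower of 58 genes (0 and 0 adjusted over the list alone), median -0.119, camera down with adjusted p = 3.80e-05 (adjusted p = 0.441 with an estimated correlation).

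**Figure D4:**
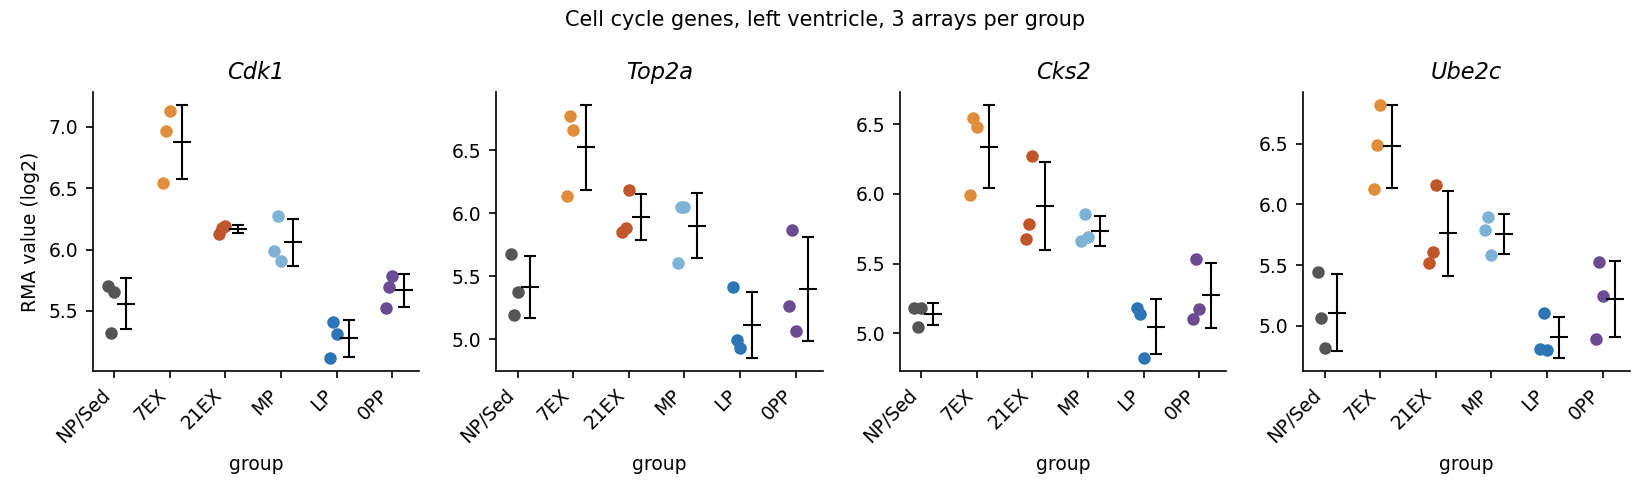
RMA values (log2) of Cdk1, Top2a, Cks2 and Ube2c in the 6 groups. Dots are the 3 arrays of a group, the black dash and bar the mean and standard deviation.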

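Cdkn1b, the cyclin-dependent kinase inhibitor p27, fell in 7EX (-0.99 ± 0.21, adjusted p = 0.0404) and 21EX (-0.99 ± 0.21), n = 3 arrays in each group. It was called lower in MP (-0.91, adjusted p = 0.0452) and 0PP (-0.91, adjusted p = 0.0371) as well. Its probe set of highest mean gave -0.11 in 7EX and 0.04 in 21EX. The acetyltransferase gene Kat2b had -1.17 ± 0.30, adjusted p = 0.0775 in 7EX and fell in 21EX (-1.44 ± 0.30, and 0.01 at its probe set of highest mean). Cdkn1a, the inhibitor p21, rose in MP (1.24 ± 0.25). As a list, cell cycle inhibitors had 0 higher and 1 lower of 16 genes (2 and 2 adjusted over the list alone), median 0.031, camera up with adjusted p = 0.915 in 7EX. Cdkn2c, an inhibitor of Cdk4 and Cdk6, rose in LP (0.33 ± 0.07), where the list had 1 higher and 0 lower of 16 genes (4 and 0 adjusted over the list alone), median 0.217, camera up with adjusted p = 0.0013 (adjusted p = 0.288 with an estimated correlation).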

Our results agree with a previous study where cellular proliferation was the most over-represented molecular function after swim training in mice [7]. Among these genes, we validated Cks2 (CDC28 protein kinase regulatory subunit 2) and Cdc20 (cell division cycle 20 homolog), and these are up-regulated only in 7EX (**Figure 7B**). Thus, we and the other group [7] support the recent work done by Bostrom et al. [40], which suggests that adult cardiomyocytes have the potential to proliferate in response to exercise-training. However, since we profiled the whole left ventricle and not isolated cardiomyocytes, we cannot rule out that these are actually changes in the gene expression of other cell types in the heart.

### Genes regulated oppositely in pregnancy and exercise

Fkbp5 (FK506 binding protein 5) and Fbxo32 (atrogin1) are regulated by both pregnancy and exercise, but the directions are different between groups. Fkbp5 and Fbxo32 are up-regulated in pregnant groups, while down-regulated in exercise groups (**Figure 7C**). Fkbp5 is involved in the modulation of steroid receptor function, including progesterone, androgen, and glucocorticoid receptors [41], and has been shown to be more highly expressed in female hearts compared to male hearts [31], [42]. Previous studies demonstrated that Fkbp5 is the most strongly up-regulated target gene in progesterone signaling [43], and we previously demonstrated that serum progesterone levels are highest in MP and maintained until near term [3], which correlates with up-regulation of FKBP5 in MP and LP. In contrast, Fkbp5 is significantly down-regulated in both 7EX and 21EX. Fbxo32 (atrogin-1), one of the E3 ligases, which has been shown to have an important role in muscle atrophy [44], is significantly up-regulated in 0PP but down-regulated in both 7EX and 21EX, suggesting that hearts initiate cardiac regression when hypertrophic stimuli ceases. This validation of the microarray data by qRT-PCR demonstrates the quality of the microarrays and provides justification for proceeding with pathway-oriented ontological analyses.

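Myl1, a myosin light chain of fast muscle, was above NP/Sed in each group, from 0.48 ± 0.12 in 21EX (adjusted p = 0.0391) to 0.88 ± 0.12 in 7EX (adjusted p = 0.00396), n = 3 arrays in each group. Nppb, the wall-stress peptide, rose in 0PP (1.26 ± 0.19, adjusted p = 0.00457) and had 0.75 ± 0.19, adjusted p = 0.0775 in 7EX. Acta1 had 0.82 ± 0.22, adjusted p = 0.0617 in 0PP and the atrial light chain Myl4 1.08 ± 0.50, adjusted p = 0.268. Fhl1, a sensor of sarcomere stretch, rose in 0PP (0.46 ± 0.11), and hypertrophy markers as a list had 2 higher and 0 lower of 12 genes (3 and 0 adjusted over the list alone), median 0.470, camera up with adjusted p = 0.00821 (adjusted p = 0.38 with an estimated correlation). The paper names 2 of the 12, which are not independent evidence. Camera is not past 0.05 without them (0.127), with a mean of at least 5 (0.109) or without 0PP-1 (0.05001). Atrial muscle markers had 0 higher and 0 lower of 9 genes (0 and 0 adjusted over the list alone), median 0.574, camera up with adjusted p = 0.423. Skeletal muscle markers had 1 higher and 0 lower of 13 genes (1 and 0 adjusted over the list alone), median -0.108, camera down with adjusted p = 0.229.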

### Pathway-oriented ontological analysis

Since a large number of genes are shared between 21EX and MP and between LP and 0PP, we further analyzed the data using the canonical pathways analysis tool within IPA to predict which pathways are responsible for cardiac remodeling at different stages of pregnancy and exercise. 

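In the growth-factor pathway after 21 days of running, Rictor, the defining subunit of mTOR complex 2, fell at 1 probe set (-0.71 ± 0.15, and -0.01 at its probe set of highest mean), the IGF-1 receptor Igf1r fell (-0.36 ± 0.09), and the IGF-2 receptor Igf2r rose (0.29 ± 0.07), n = 3 arrays in each group. At mid-pregnancy the insulin receptor substrate Irs2 had 0.74 ± 0.19, adjusted p = 0.06 and Igf1 0.43 ± 0.11, adjusted p = 0.06. In LP the transcription factor Foxo3 (0.47 ± 0.09) and the PI3K regulatory subunit Pik3r1 (0.64 ± 0.16) rose.

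The PI3K, Akt, mTOR and IGF-1 list had 1 higher and 3 lower of 29 genes (4 and 5 adjusted over the list alone), median 0.064, camera down with adjusted p = 0.965 in 21EX, the median above 0 and the test pointing down. In MP it had 1 higher and 0 lower of 29 genes (5 and 2 adjusted over the list alone), median 0.036, camera up with adjusted p = 0.829. In LP it had 4 higher and 0 lower of 29 genes (6 and 0 adjusted over the list alone), median 0.060, camera up with adjusted p = 0.0717. In 0PP it had 0 higher and 0 lower of 29 genes (0 and 0 adjusted over the list alone), median 0.111, camera up with adjusted p = 0.216.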

Once again, many canonical pathways are shared between EX and MP including cell cycle regulation, protein ubiquitination pathway, PI3K/Akt signaling, mTOR signaling, ERK5 signaling, and IGF-1 signaling, but none of these pathways is involved in LP and 0PP (**Figure 8**). Of these pathways, PI3K/Akt signaling, mTOR signaling, and IGF-1 signaling are well-known to be involved in for exercise-induced cardiac hypertrophy and cell survival [45]. In addition, we previously demonstrated that the phosphorylation status of Akt and its downstream targets, including GSK3β, mTOR, and p70S6 kinase, are significantly increased in MP, but return to NP levels in LP [3]. The predicted pathway analyses support our previous findings that cardiac adaptation during MP is similar to the response to exercise. In addition, ERK5 signaling is regulated in both 21EX and MP. 

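Map3k2, the kinase that starts the ERK5 cascade (-0.98 ± 0.21, and 0.06 at its probe set of highest mean), and the target transcription factor Mef2c (-0.63 ± 0.16) fell after 21 days of running, n = 3 arrays in each group. At mid-pregnancy Sgk1, a hormone-induced kinase downstream of the pathway, rose (0.84 ± 0.18), and Map3k2 and Mef2c had -0.73 ± 0.21, adjusted p = 0.0987 and -0.60 ± 0.16, adjusted p = 0.0805. The ERK5 list had 0 higher and 3 lower of 13 genes (0 and 3 adjusted over the list alone), median 0.062, camera down with adjusted p = 0.848 in 21EX, where the median is above 0 while the test points down. In MP the list had 1 higher and 1 lower of 13 genes (2 and 4 adjusted over the list alone), median 0.044, camera up with adjusted p = 0.941.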

ERK5 signaling is related to lengthening of cardiomyocytes that induces eccentric cardiac hypertrophy [46], whereas ERK1/2 activation produces concentric cardiac hypertrophy [47]. We previously demonstrated that the phosphorylation status of ERK1/2 is significantly increased in MP, and our current study shows that ERK5 signaling is highly regulated in both MP and 21EX. Taken together, we can speculate that physiological hypertrophy, as defined by an increases in wall thickness proportional to increased chamber diameter, in response to pregnancy and exercise is possibly modulated by both ERK5 and ERK1/2 signaling.

**Figure 8:**
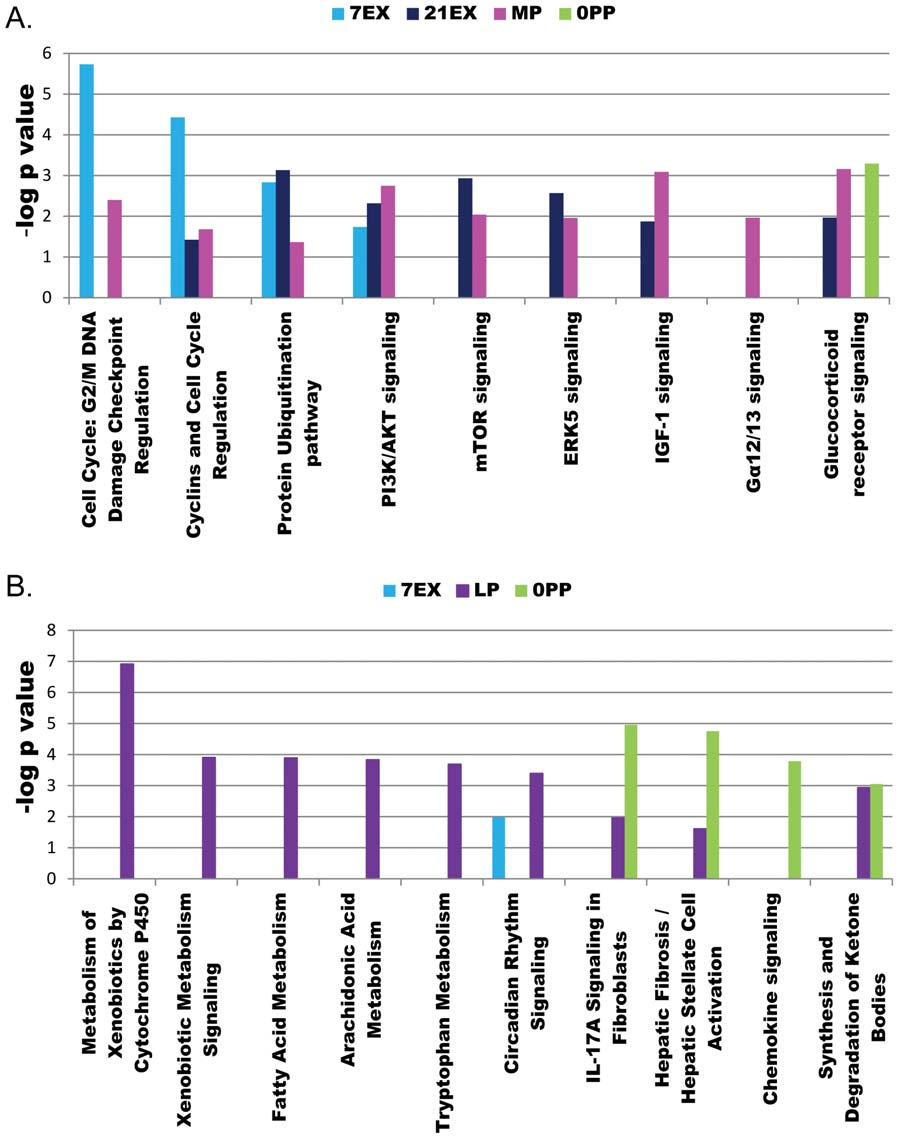
Pathway-oriented ontological analysis demonstrates similarities between EX and MP but distinct from LP and 0PP. A) Statistically significant pathways largely shared between EX and MP. B) Statistically significant pathways in LP and 0PP.

In contrast, we found Gα12/13 signaling, one of the important pathways responsible for maladaptive cardiac hypertrophy leading to heart failure [39], is only regulated in MP. However, the signaling molecules involved in Gα12/13 signaling (Rasa1, Rhoa, and Ralgapa1) are significantly down-regulated, demonstrating that physiological hypertrophy is distinct from pathological cardiac hypertrophy with respect to these signaling molecules. 

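Ralgapa1, a GTPase-activating protein for Ral, fell at 1 probe set in MP (-1.35 ± 0.27, adjusted p = 0.0233, and 0.11 at its probe set of highest mean), and this probe set fell in 7EX (-1.38 ± 0.27) and 21EX (-1.73 ± 0.27) as well, n = 3 arrays in each group. Rasa1, a GTPase-activating protein for Ras, had -0.90 ± 0.22, adjusted p = 0.0535 in MP (-0.08 at the highest mean) and Rhoa, the GTPase of stress fibers, -0.12 ± 0.08, adjusted p = 0.571. Beta-catenin, Ctnnb1, fell at 1 probe set (-0.99 ± 0.23, and -0.01 at the highest mean). The G alpha 12/13 list had 0 higher and 2 lower of 13 genes (1 and 6 adjusted over the list alone), median -0.007, camera down with adjusted p = 0.748 in MP. With the mean of the probe sets of a gene camera is past 0.05 for it (adjusted p = 2.56e-05).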

In agreement with GO analysis, cell cycle regulation is most highly regulated in 7EX and moderately in 21EX and MP. 

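At mid-pregnancy the co-chaperone Fkbp5, a standard target of the glucocorticoid receptor, rose (1.34 ± 0.22, adjusted p = 0.00778), and it stayed above NP/Sed in LP (1.54 ± 0.22) and 0PP (0.95 ± 0.22), n = 3 arrays in each group. Metallothionein Mt1 rose in MP at 1 probe set (0.84 ± 0.14, and 0.37 at its probe set of highest mean). A probe set of Nr3c1, the glucocorticoid receptor itself, fell in MP (-1.09 ± 0.26, and -0.02 at its probe set of highest mean).

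In MP the glucocorticoid and progesterone responsive list had 9 higher and 2 lower of 32 genes (15 and 3 adjusted over the list alone), median 0.441, camera up with adjusted p = 1.54e-07 (adjusted p = 0.38 with an estimated correlation). In 7EX the list had 0 higher and 1 lower of 32 genes (0 and 7 adjusted over the list alone), median -0.158, camera down with adjusted p = 2.05e-05 (adjusted p = 0.441 with an estimated correlation). In 21EX it had 0 higher and 2 lower of 32 genes (0 and 4 adjusted over the list alone), median -0.080, camera down with adjusted p = 0.011 (adjusted p = 0.67 with an estimated correlation). In 0PP it had 2 higher and 0 lower of 32 genes (2 and 1 adjusted over the list alone), median 0.147, camera up with adjusted p = 0.128. 12 of the 32 members are named by the paper, so the list is not independent evidence. From LP to 0PP it had 0 higher and 7 lower of 32 genes (2 and 17 adjusted over the list alone), median -0.418, camera down with adjusted p = 3.49e-11 (adjusted p = 0.262 with an estimated correlation).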

Glucocorticoid receptor signaling is a significant pathway in MP, 21EX and 0PP. In addition, MP shows some evidence of thyroid-related regulation with the differentially expression of Nr4a1 (nuclear receptor subfamily 4, group A, member1), Thrsp (thyroid hormone responsive), and Cxcl1 (chemokine C-X-C motif ligand 1) [48], while 21EX group shows differentially regulation of Tef (thyrotrophic embryonic factor) and Trip11 (thyroid hormone receptor interactor 11) (**Dataset S1**).

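Nr4a1, an immediate-early nuclear receptor (1.59 ± 0.32, adjusted p = 0.0224), and Thrsp, a lipogenic target of thyroid hormone (0.87 ± 0.10, adjusted p = 5.77e-04), rose in MP, while the alpha-myosin gene Myh6, also thyroid-responsive, fell (-0.93 ± 0.22), n = 3 arrays in each group. Cxcl1 had 0.30 ± 0.18, adjusted p = 0.503 in MP and rose in LP (0.89 ± 0.18). In 21EX Tef, a clock-output transcription factor, had -0.30 ± 0.16, adjusted p = 0.329 at its probe set of highest mean and fell at another (-1.08 ± 0.24, adjusted p = 0.0257). Trip11, a Golgi protein that binds the thyroid hormone receptor, fell at 1 probe set (-0.88 ± 0.21, and 0.11 at its probe set of highest mean). The thyroid-related list had 2 higher and 1 lower of 10 genes (3 and 3 adjusted over the list alone), median 0.064, camera up with adjusted p = 0.0964 in MP. Since 5 of the 10 are named by the paper, it is not independent evidence.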

The top five predicted pathways for LP include metabolism of xenobiotics by cytochrome P450, xenobiotic metabolism signaling, fatty acid metabolism, arachidonic acid metabolism, and tryptophan metabolism. Interestingly, cytochrome P450 enzymes (Cyp) are involved in all top five predicted pathways, and Cyp1a1, Cyp1b1, Cyp2e1, and Cyp4b1 are up-regulated in LP, suggesting the importance of Cyp in LP (**Dataset S1**). 

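Cyp1a1, which hydroxylates estradiol and polycyclic compounds (1.31 ± 0.31, adjusted p = 0.0373), Cyp1b1 (0.85 ± 0.20) and Cyp4b1, a fatty acid hydroxylase (0.88 ± 0.12, adjusted p = 0.00119), rose in LP, n = 3 arrays in each group. Cyp1a1 differed widely between the LP arrays (SD 0.94, beside 0.21 in NP/Sed). Cyp2e1 had 0.81 ± 0.36, adjusted p = 0.324. The sulfotransferase Sult1a1, which inactivates phenols and catechols, rose (1.13 ± 0.17). Cytochrome P450 and xenobiotic genes as a list had 11 higher and 0 lower of 33 genes (17 and 1 adjusted over the list alone), median 0.260, camera up with adjusted p = 5.37e-11 (adjusted p = 0.123 with an estimated correlation). The paper names 6 of the 33, and those are not independent evidence. From LP to 0PP the list had 0 higher and 1 lower of 33 genes (0 and 8 adjusted over the list alone), median -0.141, camera down with adjusted p = 7.47e-07 (adjusted p = 0.267 with an estimated correlation). Adipocyte markers moved the same way, up in LP (median 0.309, camera adjusted p = 3.22e-08, and 0.0656 with an estimated correlation). They were down from LP to 0PP (median -0.139, camera adjusted p = 1.38e-06, and 0.0738). The cells in which the cytochrome genes changed are therefore not settled.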

Cyp is a family of mono-oxygenases that are able to metabolize arachidonic acid [49] and steroid hormones [50]. Cyp1a1, Cyp1b1, Cyp2e1, and Cyp4b1 are constitutively expressed in the heart [51], [52], [53], and their levels are altered in response to pathological stimuli [52]. For example, Cyp1a1 and Cyp1b1 are significantly increased by isoproterenol-induced cardiac hypertrophy [52] and 24 h after doxorubicin administration [49]. Cyp2e1 is either significantly decreased by isoproterenol-induced cardiac hypertrophy [52] or remains unchanged in response to doxorubicin-induced cardiotoxicity [49]. In addition, there is a strong correlation between arachidonic acid metabolites and the pathogenesis of cardiac hypertrophy. Arachidonic acid can be metabolized by Cyp to epoxyeicosatrienoic acids (EETs) that have cardioprotective effects, while hydroxyeicosatetraenoic acids (HETEs) that are known to be a detrimental in many cardiovascular diseases [54]. Isoproterenol-induced cardiac hypertrophy has been shown to disturb this balance with increased formation of the cardiotoxic 20-HETE and decreased formation of the cardioprotective EETs. Estradiol can be metabolized by Cyp1a1 and cyp1b1 to 2-/4-Hydroxyestradiol and these metabolites are more potent than estradiol to prevent cardiac fibrosis [55]. Considering the effects of metabolites of steroid hormones and arachidonic acid on cardiac disease, further research into the potential impact on pregnancy-induced cardiac hypertrophy is warranted.

The pathways predicted by Ingenuity Pathway Analysis in 0PP are fibrosis and chemokine signaling. It has been demonstrated that estradiol inhibits collagen synthesis and cardiac fibroblast growth, and combined with progesterone enhances the inhibitory effects of estradiol [56]. 

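Ptgs2, the inducible prostaglandin synthase (0.73 ± 0.14), and the monocyte chemokine Ccl6 (1.01 ± 0.23) rose after birth, n = 3 arrays in each group. Ccl2 and Ccl7, which recruit monocytes, had 1.13 ± 0.37, adjusted p = 0.112 and 1.25 ± 0.36, adjusted p = 0.0773. The chemokine and inflammation list had 6 higher and 0 lower of 40 genes (14 and 0 adjusted over the list alone), median 0.237, camera up with adjusted p = 1.57e-05 (adjusted p = 0.537 with an estimated correlation) in 0PP. In LP the list had 4 higher and 0 lower of 40 genes (15 and 0 adjusted over the list alone), median 0.298, camera up with adjusted p = 3.21e-08 (adjusted p = 0.441 with an estimated correlation). Relative to all arrays its mean was 0.69 in LP-3, beside -0.02 in LP-1 and -0.13 in LP-2, and neutrophil markers stood at 0.68, -0.12 and -0.16 in that order, so the LP value leans on 1 array. In MP the list had 2 higher and 0 lower of 40 genes (9 and 0 adjusted over the list alone), median 0.273, camera up with adjusted p = 6.64e-05 (adjusted p = 0.574 with an estimated correlation). 9 of the 40 members are named by the paper, so the list is not independent evidence.

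The lysosomal macrophage gene Cd68 rose with them (0.70 ± 0.12). Macrophage markers as a list had 7 higher and 0 lower of 19 genes (13 and 0 adjusted over the list alone), median 0.437, camera up with adjusted p = 7.32e-08 (adjusted p = 0.346 with an estimated correlation). Neutrophil markers had 0 higher and 0 lower of 10 genes (0 and 0 adjusted over the list alone), median -0.026, camera down with adjusted p = 0.724.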

Unlike pathological stimuli that significantly up-regulate collagen isoforms [7], Col3a1 and Col15a1 are significantly down-regulated in LP, when estradiol levels are maximal, but these genes return to NP levels when estradiol levels return to NP level in 0PP. 

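Col3a1, the fibrillar collagen of compliant tissue, fell in LP (-1.02 ± 0.16, adjusted p = 0.00243, and -0.71 at its probe set of highest mean) and had 0.10 ± 0.16, adjusted p = 0.786 in 0PP, n = 3 arrays in each group. Col15a1, a basement membrane collagen, fell in LP (-0.87 ± 0.12, adjusted p = 0.00146) and had -0.13 ± 0.12, adjusted p = 0.618 in 0PP. Col1a1, the main fibrillar collagen, fell in LP (-0.76 ± 0.14, and -0.42 at its probe set of highest mean), and Col4a4 of the basement membrane fell too (-0.50 ± 0.09).

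The collagen list had 0 higher and 6 lower of 17 genes (0 and 12 adjusted over the list alone), median -0.251, camera down with adjusted p = 1.89e-12 (adjusted p = 0.244 with an estimated correlation) in LP. In 0PP the collagens had 5 higher and 0 lower of 17 genes (5 and 1 adjusted over the list alone), median 0.093, camera up with adjusted p = 0.0511. From LP to 0PP, Col3a1 (1.13 ± 0.16, and 0.75 at its probe set of highest mean), Col15a1 (0.74 ± 0.12), Col8a1 (0.81 ± 0.11) and Col1a1 (0.90 ± 0.14, and 0.56) rose. Over those days the collagens had 11 higher and 0 lower of 17 genes (14 and 0 adjusted over the list alone), median 0.517, camera up with adjusted p = 1.20e-21 (adjusted p = 0.112 with an estimated correlation). At mid-pregnancy the collagens had 5 higher and 0 lower of 17 genes (11 and 0 adjusted over the list alone), median 0.322, camera up with adjusted p = 8.70e-08 (adjusted p = 0.38 with an estimated correlation). Fibroblast markers, which include some of these collagens, had 1 higher and 3 lower of 13 genes (1 and 5 adjusted over the list alone), median -0.118, camera down with adjusted p = 0.0103 (adjusted p = 0.594 with an estimated correlation) in LP (not past 0.05 without NP/Sed-1, 0.186, or LP-2, 0.071), and between LP and 0PP they rose with the collagens (4 higher and 1 lower of 13 genes (6 and 1 adjusted over the list alone), median 0.227, camera up with adjusted p = 9.26e-07 (adjusted p = 0.288 with an estimated correlation)).

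**Figure D5:**
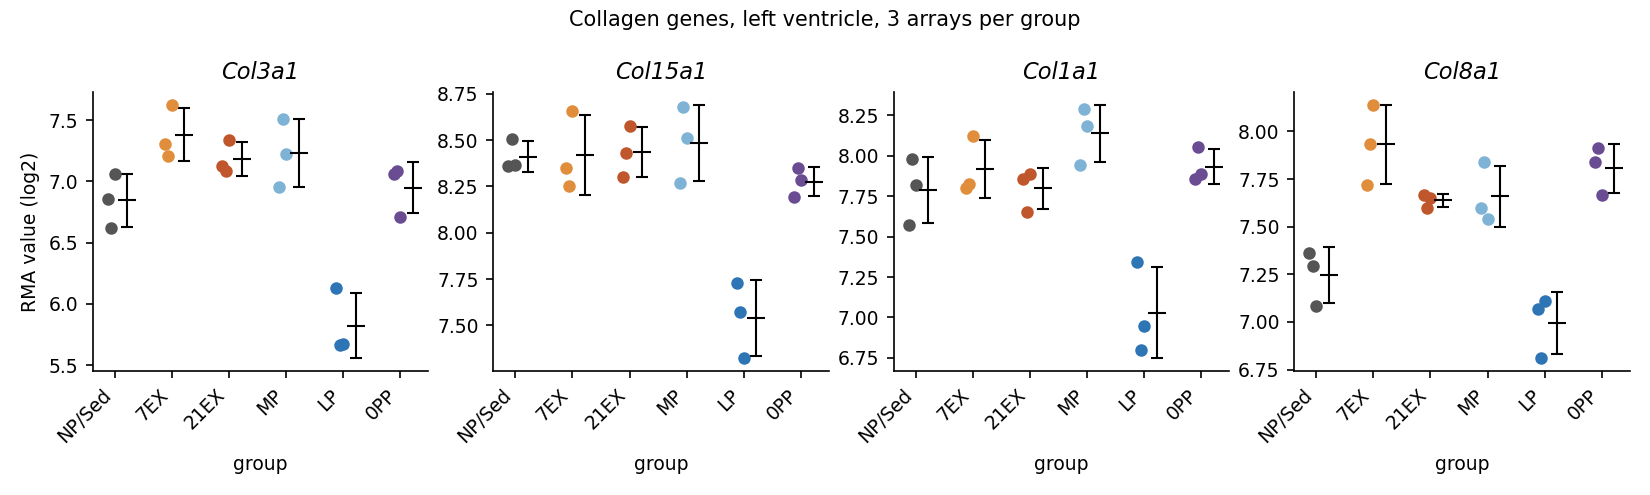
RMA values (log2) of Col3a1, Col15a1, Col1a1 and Col8a1 in the 6 groups. Dots are the 3 arrays of a group, the black dash and bar the mean and standard deviation.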

Previously, we showed that both estradiol and progesterone change in a time-dependent manner during pregnancy. For example, serum estradiol levels are significantly increased at MP and maximal at LP, whereas serum progesterone levels gradually increase and peak at MP and these levels are maintained through LP [3]. The levels of estradiol and progesterone in 0PP return to NP levels. Thus, within 12 hours of parturition, the hormonal milieu is dramatically changed, and these changes may activate many genes associated with fibrosis and chemokine signaling. In addition, estradiol reduces the adhesion of activated monocytes to the endothelium by inhibiting the expression of cell adhesion molecules, such as VCAM1 [57]. However, Vcam1 is significantly up-regulated in 0PP where the estradiol levels have returned to NP levels, suggesting that decreased estradiol may activate extracellular matrix remodeling and chemokine signaling.

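Vcam1, the endothelial adhesion molecule that holds monocytes, rose in 0PP (0.98 ± 0.17, adjusted p = 0.0117) and, below the fold limit of a call, in LP (0.76 ± 0.17, adjusted p = 0.0298), n = 3 arrays in each group. From LP to 0PP its value was 0.21 ± 0.17, adjusted p = 0.761.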

### Proteasome activity

The ubiquitin proteasome pathway is a major pathway regulating protein turnover [58]. We measured proteasome activity for following reasons: 1) Ubl conjugation and protein ubiquitination pathways, are a highly regulated GO group (**Figure 3**) and pathway oriented ontological analysis (**Figure 8**), respectively and 2) Fbxo32 (atrogin1) is significantly altered but in opposite directions during pregnancy and exercise (**Figure 7C**). 

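Fbxo32, the muscle ubiquitin ligase atrogin-1, had -0.25 ± 0.12, adjusted p = 0.395 in 7EX, -0.30 ± 0.12, adjusted p = 0.24 in MP, 0.27 ± 0.12, adjusted p = 0.323 in LP and -0.33 ± 0.12, adjusted p = 0.156 in 0PP, n = 3 arrays in each group. In 21EX it had -0.25 ± 0.12, adjusted p = 0.261, and another of its probe sets fell (-0.85 ± 0.20, adjusted p = 0.0337, and 0.05 at its probe set of highest mean). From LP to 0PP it fell (-0.60 ± 0.12).

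Of the proteasome subunits, Psmd14 (0.26 ± 0.07) and the ATPase gene Psmc4 (0.28 ± 0.07) rose in 21EX, and Psmd7 fell in MP (-0.45 ± 0.10). The proteasome list had 2 higher and 0 lower of 32 genes (2 and 0 adjusted over the list alone), median 0.113, camera up with adjusted p = 0.0239 (adjusted p = 0.537 with an estimated correlation) in 21EX. In MP the proteasome list had 0 higher and 1 lower of 32 genes (0 and 1 adjusted over the list alone), median 0.000, camera down with adjusted p = 0.211. In 0PP it had 0 higher and 0 lower of 32 genes (0 and 0 adjusted over the list alone), median 0.082, camera up with adjusted p = 0.0127 (adjusted p = 0.485 with an estimated correlation). Conjugation genes in 21EX had 3 higher and 11 lower of 34 genes (5 and 13 adjusted over the list alone), median 0.023, camera up with adjusted p = 0.923.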

Interestingly, proteasome activity is significantly increased in MP and 0PP, but significantly decreased in 21EX (**Figure 9**). It has been shown that proteasome activity plays important roles in skeletal muscle loss [59] and cardiac atrophy [60]. Counterintuitive to its role in atrophy, proteasome activity is significantly increased in pressure-overload induced cardiac hypertrophy, diabetes-induced cardiomyopathy, and doxorubincin-induced cardiac toxicity [61]. Furthermore, previous studies demonstrated the beneficial effects of proteasome inhibition on pathological hypertrophy. Proteasome inhibitors block development of pathological hypertrophy without impairing contractile function [62]. Thus, the role of proteasome activity in pregnancy-induced cardiac hypertrophy warrants further study.

**Figure 9:**
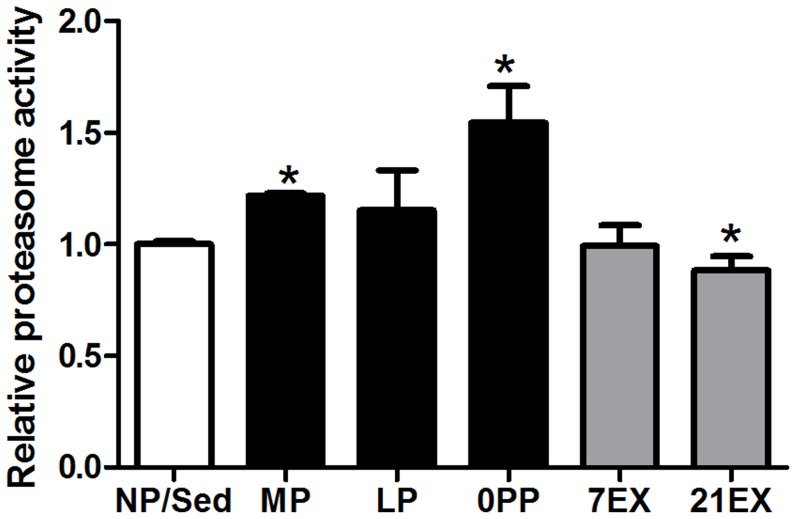
Proteasome activity is oppositely regulated in EX and pregnant group. Values are mean ± SEM expressed as fold change relative to NP/Sed. 4–6 hearts per each group were used. *: p≤0.05, significantly different from NP.

In summary, our data demonstrate that substantial expression changes take place in genes related to transcription regulation and cytoskeleton (EX and MP), myocardial vasculature (MP), extracellular remodeling (LP and 0PP), and stress/inflammatory response (0PP). Although the duration of stimuli is similar between LP (18–19 days) and 21EX, percent changes in LV/TL compared to NP/Sed are much greater in 21EX (28.5%) than in LP (18.6%). We can speculate that hypertrophic signaling may have plateaued at MP by activating PI3K/Akt, mTOR, and IGF signaling (**Figure 8**), but other processes, such as extracellular matrix remodeling, mainly occur during LP and 0PP. This study provides ample evidence that, while both pregnancy and exercise are considered to be physiological stimuli of cardiac hypertrophy, they employ mechanistically distinct processes during adaptation and thus should not be thought of interchangeably.

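Set against exercise directly, mid-pregnancy exceeded 21EX in Fam107a (2.36 ± 0.24, adjusted p = 2.45e-04), Alas2 (1.29 ± 0.13, adjusted p = 2.45e-04) and Tent5c (1.40 ± 0.17, adjusted p = 9.95e-04), n = 3 arrays in each group. Alas2 then dropped between MP and LP (-1.81 ± 0.13, adjusted p = 1.62e-06), and so did Tent5c (-2.05 ± 0.17, adjusted p = 7.60e-06). Lists past camera with the preset correlation include the cell cycle genes in 7EX, the glucocorticoid-responsive genes in MP and LP, the fatty acid and cytochrome genes and the lower collagens in LP, and the chemokine and heat shock genes in 0PP. None (0) of these passes camera with a correlation estimated from the data. The rotation test fry gave other results, with an adjusted p of 4.13e-04 for cell cycle in 7EX. For the glucocorticoid-responsive genes fry gave 0.0295 in MP and 0.00545 in LP. In LP it gave 7.81e-04 for the fatty acid, 0.00107 for the cytochrome and 0.0168 for the collagen list. In 0PP it gave 0.0054 for the heat shock and 0.1001 for the chemokine list, which did not pass. Differences of whole lists between the groups were not tested apart from LP and 0PP.

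The paper reasons from called genes and their ontology groups. It takes the 2 exercise groups and MP as alike in transcription and cytoskeleton genes, assigns matrix genes to LP and 0PP and inflammation to 0PP, and speculates that growth signaling levels off at MP. It concludes that pregnancy and exercise, although both physiological stimuli of cardiac growth, act through distinct processes.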

## Materials and Methods

### Ethics Statement

All of the animals were handled and euthanized under the guidelines of University of Colorado Animal Use and Care Committee, consistent with regulations for vertebrate animal research outlined by the National Institutes of Health. The title of protocol, “Mediators of Cardiac Adaptation (#1002.08)” was approved on April 1, 2010 by the University of Colorado at Boulder Animal Care and Use Committee.

### Animals

Three- to four-month old female C57Bl/6 mice were used for both the pregnancy and exercise studies. Mice used for the pregnancy group were described previously [3]. Briefly, pregnancy groups were composed of 11 days of gestation (MP) and 18–19 days of gestation (LP), and within 12 hours of parturition (0PP). These time points allowed us to identify distinct patterns of gene expression throughout pregnancy. For exercise groups, mice were subjected to voluntary wheel running for either 7 days (7EX) or 21 days (21EX) as described previously [63]. We used virgin female mice at diestrus for non-pregnant sedentary controls (NP/Sed). Animals were housed in a temperature- and light-controlled room with food and water available ad libitum.

At a given time point, mice were weighed and then sacrificed by cervical dislocation after inhalation of isoflurane. Hearts were rapidly excised and washed in PBS to allow blood to be pumped out of the cardiac chambers and coronary vessels. The hearts were trimmed of connective tissue, vascular tissue, atria, and right ventricle. The left ventricles were blotted dry and weighed. The left ventricle was immediately frozen in liquid nitrogen, and stored at −80°C for total RNA isolation.

### Total RNA isolation for microarray analysis and Quantitative real time PCR

Total RNA was isolated from frozen left ventricular tissues using TRI Reagent (MRC, Inc.: Cincinnati, OH) and further purified with RNeasy Mini kits (Qiagen; Valencia, CA) according to the manufacturer's instructions. Gene expression profiling was done at the Molecular, Cellular, and Developmental Biology Microarray Core facility of the University of Colorado-Boulder. Briefly, equal amounts of total RNA were pooled from two to three hearts for each chip to decrease animal-to-animal variability. Biotin-labeled amplified RNA was fragmented and hybridized onto the microarrays (Mouse Genome 430 2.0 Arrays) according to the Affymetrix protocol.

A number of genes in the various groups were validated experimentally through quantitative RT-PCR (qRT-PCR). 2 µg of total RNA was reverse transcribed with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, CA, USA) with random primers according to the manufacturer's instructions. qRT-PCR was done either by SYBR Green or TaqMan gene expression assay (Applied Biosystems, CA, USA) with an Applied Biosystems 7500 Real-Time PCR system. 18s rRNA was used for normalization of candidate genes. Primers for 18s, Nppb, and Acta1 were listed previously [3], [64]. Additional primers are listed in **Protocol S1**.

### Gene expression profiling and bioinformatic analyses

The gene expression data were deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/projects/geo/) and can be retrieved with GEO accession number GSE36330. Microarray analysis was performed with the R statistical environment version 2.12.2 (http://www.r-project.org) using the Bioconductor package [65]. The RMA method with default options was used for normalization, background correction and summarization across all microarrays [66]. Eighteen microarrays were analyzed in all (n = 3 per each group). Hierarchical clustering was performed using the R heatmap.2 function to cluster the microarrays by expression level similarity, using the Manhattan distance metric and all probe sets (**Figure 1**). Local false discovery rates for each probe set were computed across microarray groups with the Cyber-T function bayesT using the PPDE (Posterior Probability of Differential Expression) analysis. The Cyber-T method partly compensates for lack of replication by adjusting variance using similar expression-level probe sets [67] and has been shown to outperform other common methods using spiked-in datasets [68], [69]. Chip quality was assessed using the affyPLM module's image function in R. Probe sets were considered differentially expressed across conditions if the comparison Cyber-T PPDE local false discovery rate was ≥0.95 and the fold-change difference was ≥75% (log-2 fold-change absolute value ≥0.807).

Gene Ontology (GO) analysis was performed with the DAVID functional annotation online analysis (https://david.abcc.ncifcrf.gov/) [70] using as a background only probesets that were called as ‘Present’ on at least one of the microarrays. Pie charts were generated using DAVID Functional Annotation Clustering output. Each pie chart slice represents a DAVID ontology cluster (labeled by the most common ontology theme of the ontology groups in the cluster). Each slice percentage represents the percentage of genes in that ontology cluster out of all the possible genes in the ontology cluster. If a gene was assigned to more than one significant cluster, it was only included in the cluster with the highest DAVID enrichment score (some high-level GO groups were ignored because of their ambiguity). Ontology clusters that represented less than 2% of the whole were not included.

Ingenuity Pathway Analysis (IPA) version 7.6 (www.ingenuity.com) was used to create the bar chart of unique and common pathway-oriented ontological analysis between the comparison groups. For each group we used the set of differentially expressed probe sets with the same significance thresholds as described above. A P value≤0.05 was used as the cutoff for significance for the pathways, calculated with a right-tailed Fisher's exact test (this is the standard significance threshold used in IPA, shown as a −log(P value)≥1.3). Not all pathways were used in the bar chart.

For the microarray analysis of the publicly-available dataset from swimming-exercised mice, we used the E-MTAB-27 dataset from ArrayExpress using 8-week old FVB mice. This dataset also used left ventricular tissue from female mice (http://cardiogenomics.med.harvard.edu/groups/proj1/pages/swim_home.html). The week zero microarrays using non-exercised mouse samples were used as a control (6 arrays) and week one swimming-exercised mice microarrays were used in the swimming group (3 arrays). The one week time point was chosen because it was closest in percent heart increase to our 21-day exercised mice (29% in swimming vs. 28.5% in our 21-day voluntary wheel-exercised mice). A 50% fold-change (a lower fold-change was used to account for the modest changes in this dataset) and 0.05 p-value (Student's t-test) was selected as the cutoff for significance for the swimming dataset, which yielded 41 genes.

The volume overload comparison was performed with the GEO GSE12758 dataset. This experiment profiled male rats using a shunt (versus a sham control) to induce volume overload. We used only the left ventricle data (6 arrays in all). A 75% fold-change cutoff was selected as the cutoff for significance for this dataset, which yielded 38 genes.

### Caspase-3 activity and Proteasome activity assay

Caspase-3 activity was measured by monitoring the rate of cleavage of fluorogenic caspase-3 specific substracte (Acetyl-AspGluValAsp-AMC: Calbiochem) as described previously [71]. Proteasome activity assays were measured using fluorogenic peptide substrates as described previously [72]. The proteasome activity was measured with 35 µg of total protein extracts of left ventricle with Suc-LLVY-AMC (Boston Biochem) as the substrate. Assay was carried out over 1 hour and activity was determined by calculating the slope of the linear portion of the reaction. All measurements were performed in duplicate and 4–6 animals per group were used.

### Statistical analysis

Validated genes by qRT-PCR were expressed as mean ± standard error of mean (SEM). Statistical significance was tested with Student's t-test to compare the differences between NP/Sed and each treatment group (MP, LP, 0PP, 7EX, and 21EX). P<0.05 was regarded as significant between groups.

## Supporting Information

Dataset S1 **Gene expression statistics by gene across all comparisons.** This excel file contains the list of genes that are significant across the groups. Column C, Expression level graphs contain log-2 fold change to show up- and down-regulation of each group compared to NP/Sed. Doublets indicate microarray with qRT-PCR validation. Other fold change columns (E, G, I, K, M, O, Q, S, U, W, Y, AA, AC, AE, and AG) are ratios (not log2). The ‘best’ vs ‘average’ columns: The average statistic columns are blank if there is only one probe set for the gene. If there are multiple probe sets for the same gene the ‘best’ columns show the statistic for the ‘best’ probe set in terms of False Discovery Rate value and the ‘average’ columns show the average of all probe sets. *, A gene was considered differentially expressed across conditions if one of gene's probe set across the comparison Cyber-T PPDE local false discovery rate was ≥0.95 and the fold-change difference was ≥75% (log-2 fold-change absolute value ≥0.807). File may be slow to load due to embedded graphics.
(XLSX) Click here for additional data file.

Protocol S1 **Primers for Quantitative RT-PCR.**
(DOCX) Click here for additional data file.

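Among the entries of Table S1, the matrix gene Thbs1 in 0PP, the metallothionein gene Mt2 in LP and Car3 in MP stand high, and Ralgapa1 and 4632427E13Rik stand low. Each entry was compared with the value of the same gene on the arrays, n = 3 in each group. There were 16 entries for 7EX, 19 for 21EX, 17 for MP, 19 for LP and 19 for 0PP, and every entry had the same direction. The median absolute difference of the log2 fold changes was 0.00 in each group. Of these entries, 10, 16, 14, 16 and 12 were called. The cytoskeletal binding gene Ccdc141 had -0.49 ± 0.13, adjusted p = 0.0525 in 21EX and was called lower there at another probe set (-1.24 ± 0.25, adjusted p = 0.0192), and the cotransport protein gene Serinc3 -0.03 ± 0.08, adjusted p = 0.919 in 7EX. Dataset S1 is used only for the names of genes, since the copy used holds 318 gene entries and lacks 95.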

Table S1 **Top molecules regulated by each group compared to NP/Sed.**
(DOCX) Click here for additional data file.

Table S2 **Temporal gene expression pattern during pregnancy.**
(DOCX) Click here for additional data file.

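Measured against NP/Sed, some genes had their largest value in MP and others in LP. No test between stages is given for the genes here. Thrsp rose in MP and remained up in LP (0.67 ± 0.10). Fam107a, also up in LP (1.51 ± 0.24), had 0.55 ± 0.24, adjusted p = 0.243 after birth, n = 3 arrays in each group. Cyp4b1 was still above NP/Sed in 0PP (0.55 ± 0.12). Map3k6 had 0.53 ± 0.17, adjusted p = 0.0973 and Adh1 0.70 ± 0.20, adjusted p = 0.0768 in 0PP, and Adh1 was already up in MP (1.05 ± 0.20).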

# Supplementary material for: Distinct Cardiac Transcriptional Profiles Defining Pregnancy and Exercise
**Source:** PLoS One. 2012 Jul 31;7(7):e42297. doi: 10.1371/journal.pone.0042297
**Supplement:** Protocol S1 — Primers for Quantitative RT-PCR.

Mmp3, Fwd 5’- ACATGGAGACTTTGTCCCTTTTG-3’, Rev 5’- TTGGCTGAGTGGTAGAGTCCC-3’; Timp1, Fwd 5’- CTTGGTTCCCTGGCGTACTC-3’, Rev 5’- ACCTGATCCGTCCACAAACAG-3’; Birc6, Fwd 5’- ACAGATTGTCTTACCTCTTGCCC-3’, Rev 5’- GCCACGAAGTGAAGGTCTCC-3’; Xiap, Fwd 5’- AGTTGTCATGCGGCAATAGATAG-3’, Rev 5’- CTGTCAGGGGCAAAAGGATTT-3’; Stat3, Fwd 5’- TCCTGGCACCTTGGATTGAGA-3’, Rev 5’- AGGAATCGGCTATATTGCTGGT-3’; Ralgapa1, Fwd 5’- GGGAAGGTGTTCGTCTCTTCT-3’, Rev 5’- TCCAGGGATCAAGCATGAAAAC-3’; Cks2, Fwd 5’- TACTTCGATGAGCACTACGAGT-3’, Rev 5’- AAGAGAAGAATATGCGGTTCTGG-3’; Cdc20, Fwd 5’- GTTCGTGTTCGAGAGCGATTT-3’, Rev 5’- ATGGGTGCGTCCAGTTGAAG-3’; Fkbp5, Fwd 5’- TGAGGGCACCAGTAACAATGG-3’, Rev 5’- CAACATCCCTTTGTAGTGGACAT-3’; Fbxo32, Fwd 5’- CTTTCAACAGACTGGACTTCTCGA-3’ Rev 5’- CAGCTCCAACAGCCTTACTACGT-3’. The TaqMan Probes used in this study includes Adipoq (Mm00456425_m1*), Car3 (Mm00483016_m1), Myl1 (Mm00659043_m1), Myl4 (Mm00440378_m1*), and Mt2 (Mm00809556_S1).

# Supplementary material for: Distinct Cardiac Transcriptional Profiles Defining Pregnancy and Exercise
**Source:** PLoS One. 2012 Jul 31;7(7):e42297. doi: 10.1371/journal.pone.0042297
**Supplement:** Table S1 — Top molecules regulated by each group compared to NP/Sed.

**Table S1. Top molecules regulated by each group compared to NP/Sed**

|  | 7EX | 21EX | MP | LP | 0PP |
| --- | --- | --- | --- | --- | --- |
| Up | Acta1 (2.67) | Cpxm2^+^ (2.38) | Car3^+^ (6.59) | Mt2 (3.92) | Thbs1^+^ (4.04) |
|  | Ube2c (2.59) | Bdh1^+^ (2.15) | Adipoq (5.51) | Car3^+^ (3.43) | Car3^+^ (3.95) |
|  | Cks2^+^ (2.57) | Mcm6^+^ (2.03) | Fam107a^+^ (4.19) | Angptl4^+^ (3.32) | Adipoq (3.03) |
|  | Cdk1 (2.49) | Slc44a2^+^ (1.96) | Snca^+^ (4.15) | Mpa2l^+^ (3.00) | Tnfrsf12a^+^ (2.64) |
|  | Cdc20^+^ (2.46) | Eif2ak2^+^ (1.96) | Cfd (4.00) | Fmo2^+^ (3.01) | Per2^+^ (2.63) |
|  | Bdh1^+^ (2.44) | Isg15 (1.91) | Fos (3.13) | Fkbp5^+^ (2.91) | Ccl2 (2.58) |
|  | Lcn2 (2.37) | Limd2^+^ (1.90) | Fam46C (3.10) | Adh1^+^ (2.89) | Timp1 (2.52) |
|  | Hist1h2ae (2.29) | Ifit1 (1.90) | Nr41a1 (3.02) | Per2^+^ (2.89) | Nppb (2.39) |
|  | Aspm^+^ (2.20) | Arntl^+^ (1.89) | Alas2 (2.76) | Hmgcs2^+^ (2.85) | Ccl7 (2.37) |
|  | Top2a^+^ (2.16) | Ifit3 (1.85) | Cdkn1A^+^ ( 2.62) | Fam107a^+^ (2.85) | Hmgcs2^+^ (2.26) |
| Down | Ralgapa1^+^ (0.38) | Ralgapa1^+^ (0.30) | Klhl24^+^ (0.39) | Aplnr^+^ (0.42) | 4632427E13Rik(0.41) |
|  | 4632427E13Rik (0.39) | Ccdc141(0.33) | Ralgapa1^+^ (0.39) | Itgb6^+^ (0.45) | Ccdc141^+^ (0.44) |
|  | Ccdc141(0.39) | 4632427E13Rik^+^ (0.36) | 4632427E13Rik(0.41) | Kcne1^+^ (0.49) | Nedd4^+^ (0.46) |
|  | Ddp^+^ (0.40) | Kat2b^+^ (0.37) | Obfc2a^+^ (0.43) | Col3a1^+^ (0.493) | Apc^+^ (0.49) |
|  | Serinc3^+^ (0.406) | Nedd4^+^ (0.38) | Prox1^+^ (0.448) | Ift122^+^ (0.50) | Ypel2^+^ (0.493) |
|  | Kat2b^+^ (0.45) | Zfp800(0.38) | Atrx^+^ (0.46) | Clasp1^+^ (0.52) | Rad23b^+^ (0.50) |
|  | Zfp800^+^ (0.45) | Rbm25^+^ (0.39) | Nedd4^+^ (0.47) | Arntl^+^ (0.53) | Clasp1^+^ (0.50) |
|  | Nedd4^+^ (0.45) (0.46) | Birc6^+^ (0.40) | Mbnl1^+^ (0.47) | Atp5a1^+^ (0.54) | Gbf1^+^ (0.51) |
|  | 6820431F20Rik | Ttn (0.40) | Rad23b^+^ (0.47) | Prox1^+^ (0.54) | Bbx^+^ (0.51) |
|  | Kitlg^+^ (0.46) | Xiap^+^ (0.41) | Nr3c1^+^ (0.47) | Auts2^+^ (0.54) | Ralgapa1^+^ (0.51) |

Average fold changes were indicated in parenthesis; ^+^ indicates multiple probe sets

# Supplementary material for: Distinct Cardiac Transcriptional Profiles Defining Pregnancy and Exercise
**Source:** PLoS One. 2012 Jul 31;7(7):e42297. doi: 10.1371/journal.pone.0042297
**Supplement:** Table S2 — Temporal gene expression pattern during pregnancy.

**Table S2. Temporal gene expression pattern during pregnancy**

|  | Ontology categories: associated genes |
| --- | --- |
| Up throughout pregnancy | **chemokine/immune response**: Ccl6, Ccl9, Cfd, Ifi205, Lcn2, Lyve1, Mt2, Mpa2l, Ppbp; **extracellular/secreted**: Adamts1, Adipoq, Thbs1, Stbd1 ; **metabolism**: Bdh1, Hecw2, Adh1, Fmo2, Ugt1a1; **transcription regulation**: Cebpd, Chd6, Fos; **contraction**: Myl1; **stress response**: Car3; **growth**: Nov; **membrane/signaling**: Ms4a6d**; steroid receptor**: Fkbp5 |
| Down throughout pregnancy | **regulation of transcription**: Bptf, Eny2, Zc3h4, Zfp800, Sox4, Hif1a, Ilf3, Mef2a; **immune**:, Jam2, Kitl; **extracellular/secreted**: Angpt1, Cdh4, Cdh13; **ubiquitin-mediated proteolysis**: Nedd4, Rad23b, Tbl1x; **GTPase**: Ralgapa1, Gbf1, Clasp1; **Tight Junction**: Magi3; **phosphoprotein**: Stk39; **Wnt signaling**: Apc; **Cell morphogenesis**: Prox1; **nucleus**: Ypel2; **unknown functio**n: Secisbp2l, D330013E07Rik, C030011G24Rik, 4632427E13Rik, 6820431F20Rik |
| Up in MP and then down | **immune response**: Ifi27l1, Gbp3, Irf7, Rsad2, Oasl2; **ubiquitin**: Isg15, Usp18, Ube2l6; **nuclear receptor**: Nr4a1; **blood**: Hba-a1, Ahsp; **anion exchange**: Slc4a1; **unknown function**: 6030422H21Rik |
| Down in MP and then up | **cytoskeletal**: Gmfb, Slmap; **RNA processing**: Syncrip, Fyttd1; **ubiquitin-mediated proteolysis**: Zfand5; **DNA repair**: Obfc2a; **apoptosis**: Serinc3; **GTPase**: Gdi2; **phosphoprotein**: D4Wsu53e; **unknown function**: C230091D08Rik |
| Only up in 0PP | **Cytoskeleton**: Acta1, Synpo21; **Biological rhythm**: Egr3; **stress response**: Hspa1b; **anti-fibrotic/extracellular**: Nppb, Itgb1bp3 |
| Only down in 0PP | 0 genes |
| Up in LP and 0PP | **extracellular matrix**: Mmp3, Prg4; **biological rhythm**: Per2; **ketogenesis**: Hmgcs2; **Ca ^2+^ binding**: Calr3; **smooth muscle contraction**: Ptgds |
| Down in LP and 0PP | 0 genes |
| Up in MP and LP, then down in 0PP | **steroid hormone transport**: Slc10a6 |
| Down in MP and LP then up in 0PP | 0 genes |

How the deposited data were processed for this re-analysis (not part of the article)

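The data are the authors' 18 Affymetrix mouse genome arrays of left ventricular RNA from female C57Bl/6 mice: NP/Sed (sedentary virgins in diestrus), 7EX and 21EX (running wheels for 7 or 21 days), MP (day 11 of pregnancy), LP (days 18 to 19) and 0PP (within 12 hours of birth), with 3 arrays each. Each array is a pool of equal amounts of RNA from 2 to 3 hearts, so the unit of replication is the pool. The values are log2 values as deposited, made by the authors with RMA across all 18 arrays, which includes background correction, quantile normalization and summarization per probe set, in R 2.12.2. No filter had been applied. Array medians lay between 4.934 and 5.024.

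Of 45101 probe sets the 64 Affymetrix control probe sets were left out and 45037 were tested. In the authors' platform annotation 34958 of these have 1 gene, 932 several and 9211 none, and of the first kind 34754 have a gene ID present in a RefSeq table. Only probe sets of 1 gene speak for a gene, and genes without one are not analysed here. Linear models were fitted in limma 3.58.1 under R 4.3.3 to the 6 groups together, with moderated two-sided tests (12 residual and 6.45 prior degrees of freedom). Each of the 5 groups was compared with NP/Sed, and 0PP with LP. A probe set passes at a Benjamini-Hochberg adjusted p under 0.05 within its comparison and an absolute log2 fold change of at least 0.807, the 75% change used by the authors, who tested with Cyber-T and PPDE instead. A gene is called where at least 1 of its probe sets passes.

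The genes named were fixed by a rule set before the data were examined, though values in the supplementary tables of the paper had been seen. The rule takes every gene that the text, Table S1 or Table S2 names, the 12 largest called rises and 12 largest called falls of each comparison with all 3 arrays beyond those of the reference, and up to 4 members of a list with the smallest p. A gene is shown by its probe set with the smallest moderated F-test p. On 39 lists of genes by function or cell type (1021 entries, 948 with a probe set), members past an adjusted p of 0.05 at any probe set were counted, and camera was run on the probe set of highest mean with a preset correlation of 0.01. That makes 234 list tests, of which 79 passed, 0 of these passed with an estimated correlation, and 40 passed in the rotation test fry.

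Arrays were clustered by Manhattan distance with complete linkage over all probe sets, and distances were tested by exact permutation of whole arrays. Overlaps were set beside 100 simulated data sets without group differences and with the NP/Sed arrays as they are. RNA quality was read from the 3' and 5' control probe sets of Gapdh and beta-actin. On simulated data with 200 changed probe sets among 45037, limma recovered 0, 50, 50 and 50 of 50 at log2 changes of 0.5, 1, 1.5 and 2 and called 2 unchanged ones. Without the fold limit it recovered 36 at 0.5 and called 9 unchanged ones. Cyber-T recovered 0, 50, 50 and 50 and called 4. A planted list was found by camera, with 1 other of 240 list tests past 0.05. The planted list was 30 genes shifted together by 0.4, so it shows recovery of a uniform shift. The count of 1 is not taken as a measure of error control where genes are correlated.

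Alternatives tried were no fold limit, a re-implementation of Cyber-T (window 101, prior weight 10, PPDE 0.95), fits of only the 2 groups compared, an intensity trend, a mean log2 value of at least 5, repeated quantile normalization, median centring, the mean of the probe sets of a gene, a replicate block, covariates for the 3' minus 5' signal and for the first principal component of the residuals (17.5% of their variance), and each array left out. Other distances, linkages and the 2000 most variable probe sets were tried for the clustering, and for the lists an estimated correlation and the members the paper does not name. A further alternative, the probe set of highest mean only, was added later. Quantitative PCR, heart weights and the other measurements of the paper are not analysed here.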

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

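The limit for listing a gene list here (adjusted p under 0.001 and at least 4 members past an adjusted p of 0.05) and the selection of lists the paper does not discuss were chosen after list results were seen. With 3 arrays in each group, no test for single deviating arrays was made.

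Changes from NP/Sed differed between groups when compared directly, with limma called at the same limits and n = 3 arrays in each group. Between MP and 21EX 36 genes differed (30 higher and 6 lower in MP), led by Car3 (2.40 ± 0.45, adjusted p = 0.0167) and, on the lower side, the transcription factor Sox4 (-0.88 ± 0.12, adjusted p = 0.00262). Between MP and 7EX 52 genes differed (42 higher, 10 lower), among them Nr4a1 (2.18 ± 0.32, adjusted p = 0.00271) and the fetal actin gene Acta1 (-1.26 ± 0.22, adjusted p = 0.011). Zbtb16 was higher in MP than in 7EX by 2.13 and than in 21EX by 1.81. Between LP and MP 50 genes differed (21 higher, 29 lower in LP), with Angptl4 (2.16 ± 0.39, adjusted p = 0.00798) and Tent5c (-2.05 ± 0.17, adjusted p = 7.60e-06) at the ends. Between 0PP and MP 17 differed (7 higher, 10 lower), with Hspa1b (1.36 ± 0.18, adjusted p = 0.0155) and the stress-induced mTOR inhibitor Ddit4 (-1.41 ± 0.23, adjusted p = 0.0165). Between LP and 21EX 138 differed (87 higher, 51 lower), with Per2 (2.13 ± 0.24, adjusted p = 1.05e-04) and the clock gene Arntl (-1.84 ± 0.28, adjusted p = 9.94e-04), and between 21EX and 7EX only 1, Aspm (-0.82 ± 0.11, adjusted p = 0.0401). The genes given beside the counts were picked after the values were seen.

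Lists outside those the paper discusses also passed camera with the preset correlation and none (0) of them passed with an estimated one. In the rotation test fry, interferon response genes in MP (adjusted p = 0.1235) and macrophage markers in 21EX (0.05297) did not pass. The other list results of this paragraph did pass in fry. The values that follow are those of camera with the preset correlation. Interferon response genes in MP had an adjusted p of 5.56e-12 (median of the list 0.578). Macrophage and monocyte markers had 2.47e-04 in 21EX (0.349), 1.69e-14 in MP (0.565), 1.82e-08 in LP (0.316) and 7.32e-08 in 0PP (0.437). Adipocyte markers had 1.54e-07 in MP (0.236) and 3.22e-08 in LP (0.309), higher in both, and 1.38e-06 from LP to 0PP, lower (-0.139). Erythroid markers had 6.73e-07 in MP (0.136). Heat shock genes had 1.45e-04 in 0PP (0.214) and 3.78e-07 from LP to 0PP (0.292). Fibroblast markers had 9.26e-07 from LP to 0PP (0.227). The paper names single members of most of these lists among its called genes.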

How the results depend on the processing

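The alternative of 1 probe set per gene, that of highest mean, was chosen after seeing the data, and the other alternatives here were set in advance. With the preset correlation, the 39 lists in the comparison each was written for kept their side of camera with a replicate block and with the 3' minus 5' covariate. Called counts stayed within 1.5 times with an intensity trend, a mean of at least 5, repeated quantile normalization, median centring and a replicate block. Changes of log2 0.5 lie under the fold limit: 0 of 50 simulated ones were recovered, against 50 of 50 at log2 1. The cause of the changes below was not tested, apart from those that follow from the alternative itself (no fold limit, fewer arrays, 1 value per gene).

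Without the fold limit the called counts became 229 in 7EX, 938 in 21EX, 383 in MP, 541 in LP, 702 in 0PP and 298 in 0PP against LP. Shared counts there were 88 for MP and LP, 147 for LP and 0PP, 116 for MP and 0PP, 49 for all 3 stages, 143 for 7EX and 21EX, 139 for 21EX and MP and 152 for EX and MP. With the re-implemented Cyber-T called counts became 94 in 7EX, 150 in MP and 77 in 0PP. That test gave shared counts of 22 for MP and LP, 22 for LP and 0PP, 30 for MP and 0PP, 11 for all 3 stages, 60 for 7EX and 21EX, 73 for 21EX and MP and 77 for EX and MP. Lists newly past camera there were transcription regulators in 21EX (0.0493), oxidative stress defence in MP (0.0292), thyroid-related in MP (0.0395), ion channels in LP (0.0299), immediate early genes in 0PP (0.00354) and atrial muscle markers in 0PP (0.0128). With only the 2 groups compared called counts became 72 in 7EX and 21 in 0PP against LP. In those fits the shared counts were 5 for LP and 0PP, 2 for all 3 stages, 43 for 7EX and 21EX, 8 for 21EX and MP and 9 for EX and MP. 1 list passed camera anew there, immediate early genes in 0PP (0.0242). With an intensity trend shared counts became 19 for MP and LP, 33 for 7EX and 21EX, 36 for 21EX and MP and 37 for EX and MP. 1 list passed camera anew there, ion channels in LP (0.033). Lists newly past camera with a mean of at least 5 were transcription regulators in 21EX (0.0195) and ion channels in LP (0.0363). No longer past there were hypertrophy markers in 0PP (0.109) and secreted and matrix genes in 0PP (0.0821). Lists newly past camera with quantile normalization repeated were transcription regulators in 21EX (0.00213) and ion channels in LP (0.0247). With median centring shared counts became 17 for LP and 0PP. No longer past there was RNA splicing in 21EX (0.0503). With the mean of the probe sets of a gene called counts became 15 in 7EX, 4 in 21EX, 23 in MP, 50 in LP and 17 in 0PP. Overlaps there came to 4 for MP and LP, 4 for LP and 0PP, 2 for MP and 0PP, 1 for all 3 stages, 1 for 7EX and 21EX, 0 for 21EX and MP and 1 for EX and MP. Lists newly past camera there were transcription regulators in 21EX (1.52e-10), cytoskeleton and sarcomere in 21EX (0.00636), ubiquitin conjugation in MP (9.10e-07), G alpha 12/13 signaling in MP (2.56e-05), platelet markers in MP (0.0129), ion channels in LP (0.0303) and immediate early genes in 0PP (0.00829). With the 3' minus 5' covariate called counts became 5 in 7EX and 22 in MP. The overlaps with this covariate were 7 for MP and LP, 4 for MP and 0PP, 3 for all 3 stages, 1 for 7EX and 21EX, 1 for 21EX and MP and 1 for EX and MP. With the principal component covariate called counts became 72 in 21EX. The shared counts there became 21 for MP and LP, 17 for LP and 0PP, 10 for all 3 stages, 6 for 21EX and MP and 8 for EX and MP. Lists newly past camera there were apoptosis in MP (0.0113) and oxidative stress defence in MP (0.035). No longer past there was RNA splicing in 21EX (0.164). With 1 probe set per gene called counts became 21 in 7EX, 14 in 21EX and 33 in MP. Overlaps were then 5 for MP and 0PP, 3 for 7EX and 21EX, 2 for 21EX and MP and 3 for EX and MP.

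No longer past with an estimated correlation between genes were cell cycle in 7EX (0.0656), RNA splicing in 21EX (0.597), interferon response in MP (0.485), glucocorticoid-responsive genes in MP (0.38), adipocyte markers in MP (0.0656), erythroid markers in MP (0.112), collagens in LP (0.244), circadian clock in LP (0.38), cytochrome P450 in LP (0.123), fatty acid genes in LP (0.123), fibroblast markers in LP (0.594), hypertrophy markers in 0PP (0.38), secreted and matrix genes in 0PP (0.441), chemokines in 0PP (0.537), heat shock genes in 0PP (0.27) and macrophage markers in 0PP (0.346). 1 list passed camera anew without the members the paper names, apoptosis in MP (0.0168). No longer past there were RNA splicing in 21EX (0.191) and hypertrophy markers in 0PP (0.127). The smaller distance of MP to exercise than to NP/Sed was 0.01393 with median centring (exact p = 0.0714), and its p ran from 0.0119 to 0.0357 with a correlation distance, the 2 filters of probe sets and repeated quantile normalization. Linkage does not enter this test. The 6 exercise arrays formed 1 branch of the tree on the main setting and in none (0) of the 6 alternatives of distance, linkage, filter and scaling.

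Replicate numbers do not pair the arrays: residuals of arrays with the same number correlated at -0.03 on average over 45 pairs (-0.27 to 0.18), and those with different numbers at 0.01. A replicate block gave shared counts of 10 for 21EX and MP and 11 for EX and MP.

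Of 1061 values of named genes, 86 were newly called without the fold limit. Those on the same side of the threshold were 978 with Cyber-T, 964 with 2 groups, 1035 with a trend, 1037 with quantile normalization, 1041 with median centring, 929 with the mean of the probe sets, 1028 with a block, 978 with the 3' minus 5' covariate and 992 with the principal component. With a mean of at least 5 it was 872 of 885. At the probe set of highest mean, 967 stayed, 63 were no longer called, 3 were newly called and 28 changed sign, which shows that probe sets of these genes disagree. In 7EX these were Apc (0.17), Prkx (0.13), Ralgapa1 (0.003) and Rapgef6 (0.043). In 21EX these were Apc (0.24), C230091D08Rik (0.12), Cdkn1b (0.045), Cotl1 (-0.016), Eif2ak2 (-0.17), Hif1a (0.14), Jam2 (0.098), Kat2b (0.011), Nedd4 (0.052), Prkx (0.17), Rad23b (0.068), Secisbp2l (0.042), Trip11 (0.11), Ubtf (0.043), Usp7 (0.002), Wbp11 (0.094) and Zc3h4 (0.20). In MP these were C230091D08Rik (0.14), Ralgapa1 (0.11) and Supt16 (0.011). In LP it was Atp5a1 (0.060). In 0PP these were Apc (0.40), Egr3 (-0.28) and Rad23b (0.16).

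Without each array in turn, 156 of the 1061 named values were not called in some fit and 0 changed sign while called. Counts of called genes moved by over 1.5 times as follows. For 7EX (40 on all arrays), the count was 11 without NP/Sed-2, 13 without 7EX-2, 13 without 7EX-3 and 61 without MP-1. For 21EX (131 on all arrays), the count was 59 without NP/Sed-1, 38 without NP/Sed-2, 5 without 21EX-2 and 63 without 21EX-3, and 173 (highest, without 21EX-1). For MP (67 on all arrays), the count was 37 without NP/Sed-2, 284 without MP-1 and 18 without MP-3. For LP (77 on all arrays), the count was 46 without NP/Sed-3 and 130 without LP-2. For 0PP (44 on all arrays), the count was 19 without NP/Sed-3, 26 without 0PP-2 and 28 without 0PP-3, and 65 (highest, without NP/Sed-1). For 0PP against LP (38 on all arrays), the count was 23 without 0PP-2, and 47 (highest, without LP-1). Shared genes moved as follows. For MP and LP (12 on all arrays), 19 without NP/Sed-1, 7 without NP/Sed-3, 5 without MP-3 and 20 without LP-2. For LP and 0PP (11 on all arrays), 23 without NP/Sed-1, 2 without NP/Sed-3, 23 without LP-2 and 7 without 0PP-3. For MP and 0PP (10 on all arrays), 5 without NP/Sed-2, 4 without NP/Sed-3, 26 without MP-1, 5 without MP-2, 5 without MP-3 and 3 without 0PP-3. For all 3 stages (5 on all arrays), 10 without NP/Sed-1, 2 without NP/Sed-3, 3 without LP-1, 9 without LP-2, 3 without 0PP-1 and 2 without 0PP-3. For 7EX and 21EX (18 on all arrays), 11 without NP/Sed-1, 4 without NP/Sed-2, 4 without 7EX-1, 4 without 7EX-2, 5 without 7EX-3, 5 without 21EX-2, 10 without 21EX-3 and 37 without MP-1. For 21EX and MP (20 on all arrays), 2 without NP/Sed-1, 6 without NP/Sed-2, 3 without 21EX-2, 10 without 21EX-3, 130 without MP-1, 0 without MP-2 and 1 without MP-3. For EX and MP (21 on all arrays), 3 without NP/Sed-1, 6 without NP/Sed-2, 10 without 21EX-2, 11 without 21EX-3, 134 without MP-1, 1 without MP-2 and 2 without MP-3.

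In 7EX the adjusted p of camera ran from 4.39e-30 to 2.08e-22 for cell cycle and 0.704 to 0.957 for cell cycle inhibitors. In 21EX the adjusted p of camera ran from 0.00158 to 0.249 for RNA splicing, 0.00904 to 0.706 for transcription regulators, 0.165 to 0.964 for cytoskeleton and sarcomere and 0.321 to 0.94 for respiratory chain. In MP the adjusted p of camera ran from 1.44e-17 to 1.06e-07 for interferon response, 1.25e-09 to 2.40e-04 for glucocorticoid-responsive genes, 0.00252 to 0.904 for ubiquitin conjugation, 0.186 to 0.334 for proteasome subunits and 0.332 to 0.992 for PI3K signaling. In MP again it ran from 0.764 to 0.997 for ERK5 signaling, 0.272 to 0.935 for G alpha 12/13 signaling, 0.0728 to 0.507 for apoptosis, 0.152 to 0.92 for vasculature and 0.0723 to 0.646 for oxidative stress defence. In MP again it ran from 0.0722 to 0.308 for thyroid-related, 2.89e-10 to 1.75e-05 for adipocyte markers, 4.22e-09 to 2.28e-05 for erythroid markers, 0.376 to 0.87 for lymphocyte markers and 0.042 to 0.196 for platelet markers. In LP the adjusted p of camera ran from 1.79e-14 to 2.48e-08 for collagens, 2.38e-04 to 0.0135 for circadian clock, 1.40e-12 to 5.00e-08 for cytochrome P450, 1.08e-17 to 2.46e-12 for fatty acid genes and 0.00712 to 0.322 for ion channels. In LP again it ran from 0.00208 to 0.186 for fibroblast markers, 0.63 to 0.998 for smooth muscle markers, 0.00857 to 0.592 for endothelial markers and 0.8 to 0.999 for cardiomyocyte markers. In 0PP the adjusted p of camera ran from 5.15e-04 to 0.05001 for hypertrophy markers, 1.12e-06 to 9.06e-04 for secreted and matrix genes, 1.20e-08 to 2.91e-04 for chemokines, 1.66e-05 to 0.00389 for heat shock genes and 0.0215 to 0.962 for immediate early genes. In 0PP again it ran from 2.71e-09 to 1.58e-05 for macrophage markers, 0.497 to 0.987 for neutrophil markers, 0.229 to 0.917 for atrial muscle markers and 0.196 to 0.416 for skeletal muscle markers. Sides of the threshold changed for RNA splicing in 21EX (0.249 without NP/Sed-1, 0.0856 without NP/Sed-2, 0.115 without 21EX-2 and 0.212 without 21EX-3), transcription regulators in 21EX (0.00904 without NP/Sed-3 and 0.0181 without 21EX-1) and ubiquitin conjugation in MP (0.00252 without NP/Sed-3). They also changed for platelet markers in MP (0.042 without NP/Sed-3 and 0.0474 without MP-2), ion channels in LP (0.00712 without NP/Sed-3 and 0.0216 without LP-2) and fibroblast markers in LP (0.186 without NP/Sed-1 and 0.071 without LP-2). Further changes were those of endothelial markers in LP (0.00857 without NP/Sed-1), hypertrophy markers in 0PP (0.05001 without 0PP-1) and immediate early genes in 0PP (0.0215 without 0PP-3). The difference in distance of MP to exercise and NP/Sed ran from 0.00556 without MP-2 to 0.02555 without MP-1. By the exact permutation test it was not past 0.05 without any 1 of NP/Sed-1 (exact p = 0.25), NP/Sed-2 (0.0714), NP/Sed-3 (0.0714), 7EX-1, 7EX-2, 7EX-3, 21EX-2, 21EX-3 (each 0.0893) or MP-2 (0.476), with 28 splits where a control is left out and 56 where an exercise array is.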

Differences from the paper's values

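The other probe sets of Table S1 genes, and the setting marked so, were chosen after seeing the values. "Set in advance" below means set before the data were examined, 11 alternatives for counts and 11 or 12 for single genes. A count of genes that does not differ here is one within 1.5 times of the paper's count, and a fold must for that have the same sign and come within 1.5 times or the spread of its replicates. The paper called genes at a PPDE of at least 0.95 and the same fold limit, where the counts here use an adjusted p under 0.05 from limma.

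In 7EX the paper has 103 genes and 40 were called here. Of the alternatives set in advance, Cyber-T (94) and the fit of 2 groups (72) come within 1.5 times, and the other 9 do not. For lower genes in 7EX the values are 73 in the paper and 20, and the fit without a fold limit joins that pair. In 21EX the paper has 203 genes and 188 lower ones, against 131 and 123. Cyber-T, the intensity trend, a mean of at least 5 and repeated quantile normalization do not differ for these, the other 7 do. For higher genes in 21EX the paper has 15 and 8 were called, with no difference under Cyber-T, median centring or the principal component covariate only.

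In MP the paper has 163 genes and 100 lower ones, against 67 and 32, and only Cyber-T does not differ. Its 63 higher genes in MP stand beside 35, where Cyber-T and the principal component covariate do not differ. For 0PP the paper has 83 genes against 44, with no difference under Cyber-T, median centring or the principal component covariate. The 51 higher genes of the paper in 0PP stand beside 30, where the intensity trend joins those 3. The 32 lower ones stand beside 14, with no difference under Cyber-T, the fit of 2 groups or the principal component covariate. In each case the remaining alternatives differ.

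For genes shared by MP, LP and 0PP the paper has 12, here 5, and Cyber-T and the principal component covariate do not differ. MP and LP share 24 in the paper and 12 here, with no difference under those settings or the intensity trend. LP and 0PP share 25 in the paper and 11 here, with no difference under Cyber-T, median centring or the principal component covariate. MP and 0PP share 32 in the paper and 10 here, 7EX and 21EX 66 and 18, 21EX and MP 76 and 20, and EX and MP 81 and 21. For these 4 only Cyber-T does not differ. Of the genes in EX and MP, the paper has 6 higher where 2 were found (only the principal component covariate does not differ) and 74 lower where 19 were found (no difference without a fold limit or with Cyber-T). All other alternatives set in advance differ.

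Leaving out 1 array also brings some of these counts within reach of the paper. For 21EX and its lower genes this holds without 21EX-1, MP-1, MP-2 or LP-3 (for the lower genes also 7EX-1), and for its higher genes without NP/Sed-1 or MP-2. For higher genes in MP it holds without NP/Sed-1, MP-1 or LP-3, for 0PP without NP/Sed-1, LP-3 or 0PP-1 (for its higher genes also LP-2), and for lower genes in 0PP without MP-1. For genes shared by MP, LP and 0PP and by LP and 0PP it holds without NP/Sed-1 or LP-2, for MP and LP without these or MP-1, and for MP and 0PP and the higher genes of EX and MP without MP-1.

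In Table S1, whose folds are ratios, Thbs1 in 0PP is 4.04 in the paper and 2.20 here. None (0) of the 11 alternatives set in advance closes this, while a probe set annotated to Thbs1 and Pald1 has 4.04 (adjusted p = 0.00995). Ccdc141 has 0.33, 0.44 and 0.39 in the paper for 21EX, 0PP and 7EX, against 0.71, 0.78 and 0.64, and 0 of 12 alternatives close this. Another probe set of Ccdc141 gives the values of the paper (adjusted p = 0.0319, 0.101 and 0.102). Serinc3 in 7EX has 0.406 in the paper and 0.98 here (0 of 12), where another probe set has 0.41 (adjusted p = 0.0864). Atrx in MP has 0.46 in the paper and 0.77 here (0 of 11), where another probe set has 0.46 (adjusted p = 0.075). Ypel2 and Clasp1 in 0PP have 0.493 and 0.5 in the paper against 0.85 and 0.78. For the latter pair the mean of the probe sets of a gene does not differ and the other 11 alternatives do, and other probe sets have 0.49 (adjusted p = 0.0145) and 0.50 (adjusted p = 0.0959).

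Some genes the paper calls were not called here, and the settings that call any of their probe sets are given, values being those of the probe set shown throughout. Mcm5 in 7EX (0.84 ± 0.23, adjusted p = 0.0955) is called without the fold limit, with Cyber-T, with 2 groups and without 0PP-3. Kat2b in 7EX (-1.17 ± 0.30, adjusted p = 0.0775) is called with Cyber-T, 2 groups and the principal component covariate. For Zbtb16 the paper reports a fall in exercise. In 7EX (-1.03 ± 0.26, adjusted p = 0.0734) it is called with Cyber-T, 2 groups, the trend and without 0PP-1 or 0PP-2, and in 21EX (-0.71 ± 0.26, adjusted p = 0.136) with Cyber-T, 2 groups, the trend, a mean of at least 5 and without 0PP-1 or 0PP-2. Birc6 in MP (-0.64 ± 0.29, adjusted p = 0.325) is called only without MP-1, and in 7EX (-0.97 ± 0.29, adjusted p = 0.133) with Cyber-T, 2 groups and without MP-1. Xiap in MP (-1.04 ± 0.31, adjusted p = 0.112) is called with Cyber-T and without MP-1, and Rbm25 in MP (-0.92 ± 0.24, adjusted p = 0.0755) with Cyber-T and without MP-1. The same settings call Rbm5 in MP (-0.61 ± 0.18, adjusted p = 0.107), and the fit without MP-1 calls Srsf3 in MP (-0.27 ± 0.08, adjusted p = 0.119). Sf3b2 in 21EX (-0.84 ± 0.22, adjusted p = 0.0501) is called with Cyber-T, the trend, a mean of at least 5, quantile normalization and without 7EX-1, 21EX-1, MP-1 or MP-2. Rasa1 in MP (-0.90 ± 0.22, adjusted p = 0.0535) is called with Cyber-T, the trend, a mean of at least 5, quantile normalization and without 21EX-1, 21EX-2, MP-1, LP-3 or 0PP-3. Hspa8 in 21EX (-0.02 ± 0.08, adjusted p = 0.937) is called with Cyber-T and 2 groups, higher at another probe set. Not called by any setting run are Srsf11 (-0.45 ± 0.18, adjusted p = 0.253), Rhoa (-0.12 ± 0.08, adjusted p = 0.571) and Cxcl1 (0.30 ± 0.18, adjusted p = 0.503) in MP, and Psip1 (-0.11 ± 0.12, adjusted p = 0.685) in 21EX.

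Cyp2e1 in LP (0.81 ± 0.36, adjusted p = 0.324) is called with Cyber-T and without MP-1. Fos in MP (1.64 ± 0.42, adjusted p = 0.0635) is called with Cyber-T, 2 groups, the trend and without LP-1 or LP-2. Lcn2 in 7EX (1.24 ± 0.60, adjusted p = 0.384) is called with Cyber-T, 2 groups and without LP-3. Adipoq in 0PP (1.60 ± 0.43, adjusted p = 0.0587) is called with Cyber-T, 2 groups, the trend, median centring, 1 probe set per gene (chosen after seeing the data) and without MP-1, MP-3 or LP-2. Ccl2 in 0PP (1.13 ± 0.37, adjusted p = 0.112) is called with Cyber-T and without LP-3, and Ccl7 (1.25 ± 0.36, adjusted p = 0.0773) with Cyber-T, 2 groups, the principal component covariate and without LP-2 or LP-3. By its quantitative PCR the paper describes a fall of Ralgapa1 as specific to pregnancy, while its Table S1 lists a fall in 7EX and 21EX. On the arrays here it was lower in 7EX (-1.38 ± 0.27) and 21EX (-1.73 ± 0.27) too, and it was called in MP. In LP (-0.77 ± 0.27, adjusted p = 0.196) it was not called by any setting run, and in 0PP (-0.97 ± 0.27, adjusted p = 0.0701) it is called without the fold limit, with Cyber-T, with 2 groups, with the principal component covariate and without MP-1 or MP-2. The quantitative PCR of the paper has Fkbp5 lower in exercise and Fbxo32 higher in 0PP. The arrays have Fkbp5 at 0.24 ± 0.22, adjusted p = 0.715 in 7EX and 0.06 ± 0.22, adjusted p = 0.919 in 21EX, and Fbxo32 at -0.33 ± 0.12, adjusted p = 0.156 in 0PP, called by no setting run.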

Other observations

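Tests of the state of the NP/Sed arrays, of 3' bias and of whole transcripts were chosen only after the result was seen, and the limit by quartiles for the atrial markers was put in after its value was seen. Among interferon-induced genes, those that rose in MP were Ifi27l2a (1.15 ± 0.23), the conjugating enzyme of the Isg15 pathway Ube2l6 (1.10 ± 0.19), the antiviral enzyme Rsad2 (0.85 ± 0.20) and the RNA sensor Ddx58 (0.57 ± 0.12, and 0.32 at its probe set of highest mean), n = 3 arrays in each group. The list of interferon response genes had 4 higher and 0 lower of 33 genes (14 and 0 adjusted over the list alone), median 0.578, camera up with adjusted p = 5.56e-12 (adjusted p = 0.485 with an estimated correlation) in MP. It was not limited to MP: in 21EX the list had 3 higher and 0 lower of 33 genes (4 and 0 adjusted over the list alone), median 0.462, camera up with adjusted p = 1.83e-05 (adjusted p = 0.67 with an estimated correlation), in LP 1 higher and 0 lower of 33 genes (1 and 0 adjusted over the list alone), median 0.198, camera up with adjusted p = 0.0459 (adjusted p = 0.841 with an estimated correlation) and in 7EX 0 higher and 0 lower of 33 genes (0 and 0 adjusted over the list alone), median 0.296, camera up with adjusted p = 0.0207 (adjusted p = 0.803 with an estimated correlation). Its mean relative to all arrays was highest in 21EX-1 (0.77) and LP-3 (0.59), with -0.16 to -0.04 and -0.39 to -0.33 in the other arrays of these groups and 0.19 to 0.41 in MP. Its members Ifit1 (1.06 ± 0.48, adjusted p = 0.32) and Irf7 (1.03 ± 0.34, adjusted p = 0.145) varied between arrays, with Ifit1 at 9.34 in 21EX-1 and 9.14 in LP-3, and 7.82 to 8.31 in MP. The paper names 10 of the 33 members, so the list is not independent evidence.

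Macrophage genes as a list stood low in NP/Sed, at -0.16, -0.38 and -0.42 in its 3 arrays relative to all arrays, so the rises below share those controls and are not separate evidence. The complement genes C1qb (0.72 ± 0.12) and C1qc (0.59 ± 0.10) and the scavenger receptor Cd163 (0.61 ± 0.11) rose in MP, and Cd163 rose in LP (0.89 ± 0.11). After 21 days of running Cd68 (0.64 ± 0.12) and lysozyme Lyz2 (0.51 ± 0.11) rose. The marker list had 10 higher and 0 lower of 19 genes (15 and 0 adjusted over the list alone), median 0.565, camera up with adjusted p = 1.69e-14 (adjusted p = 0.154 with an estimated correlation) in MP. In LP it had 4 higher and 0 lower of 19 genes (13 and 0 adjusted over the list alone), median 0.316, camera up with adjusted p = 1.82e-08 (adjusted p = 0.3 with an estimated correlation). In 21EX it had 4 higher and 0 lower of 19 genes (7 and 0 adjusted over the list alone), median 0.349, camera up with adjusted p = 2.47e-04 (adjusted p = 0.512 with an estimated correlation), and in 7EX 3 higher and 0 lower of 19 genes (8 and 0 adjusted over the list alone), median 0.337, camera up with adjusted p = 8.81e-06 (adjusted p = 0.441 with an estimated correlation). Between LP and 0PP, without those controls, it had 0 higher and 0 lower of 19 genes (0 and 1 adjusted over the list alone), median 0.033, camera up with adjusted p = 0.807. Of the 19 markers the paper names 4. From LP to 0PP the fibroblast genes Mfap5 (0.74 ± 0.15) and Col1a2 (0.67 ± 0.12, and 0.47 at its probe set of highest mean) rose, and the list of fibroblast markers had 4 higher and 1 lower of 13 genes (6 and 1 adjusted over the list alone), median 0.227, camera up with adjusted p = 9.26e-07 (adjusted p = 0.288 with an estimated correlation). Oxidative stress defence genes in MP had 3 higher and 0 lower of 21 genes (3 and 2 adjusted over the list alone), median 0.048, camera up with adjusted p = 0.285.

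The 123 genes called lower after 21 days of running had a median of -0.97 in 21EX, -0.74 in 7EX, -0.75 in MP, -0.40 in LP and -0.54 in 0PP, while relative to all arrays 21EX-2 (-0.79 beside -0.19 and -0.30) and MP-1 (0.34 beside -0.48 and -0.37, with 0.40 to 0.67 in NP/Sed) stood apart from their groups. Against a change of the whole transcript stands that the brightest other probe set of 122 of these genes had a median of -0.03, a ratio of 0.03 to the -0.96 of the called one. A covariate for the main axis of variation within groups left a median of -0.79 (a ratio of 0.82), and one for the 3' minus 5' signal left -0.98 (1.01), which argues against either as the whole cause. The state of the 3 NP/Sed pools cannot be told apart from an effect of running, since all comparisons use them and the ratio of the medians in LP and in 0PP to that in 21EX was 0.41 and 0.56. A change in part of the transcripts, such as unspliced RNA or a different 3' end, may also underlie it and was not tested.

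The adipocyte genes Car3 and Adipoq had the largest rises of MP. Fat tissue in the MP pools as the sole source is argued against by the 17 other adipocyte markers, with a median of 0.22 and quartiles of 0.09 and 0.28 in MP (0.25 in LP), among them resistin Retn with 0.34 ± 0.11, adjusted p = 0.155 from a level of 6.50. A contribution of fat stays open: a small share could raise the most abundant fat genes first, Cfd is not analysed here, and list means of 0.39, 0.31 and 0.08 in the MP arrays follow the order of Adipoq (7.42, 6.27 and 5.05). That 1 pool carries the list is argued against by a median of 0.20 without MP-2, 0.86 of that of all arrays (0.24). Regulation of Car3, Adipoq, Thrsp and Scd1 (0.89 ± 0.19) in the cells of the ventricle by pregnancy remains an open hypothesis and was not tested.

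In 0PP the hypertrophy genes Nppb and Acta1 stood beside the atrial light chain Myl4. Atrial muscle in the pools may add to Myl4 (1.08), but the other 8 atrial markers had a median of 0.35 with quartiles of -0.02 and 0.67, and the spread of the markers leaves this undecided, so that it cannot be told apart from a change in ventricular muscle. Across all 18 arrays Myl7, another atrial light chain, ran from 8.10 in NP/Sed-3 to 10.98 in MP-1 and Myl4 from 8.00 to 10.54 in the same arrays, so both vary within groups. Blood in the MP pools is undecided as well: erythroid markers had a median of 0.14 in MP and -0.01 in LP, and 10 of the 22 have a mean under 5 in NP/Sed.

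Splits of the 6 arrays of a comparison into other groups of 3 are 10 in number, too few for a share under 0.05. With all 18 arrays in the fit, 1 split, the real one, called the most genes in each comparison. Every other split mixes arrays of both groups, so a real difference between the groups widens the spread within its sets. Low counts in the other splits are therefore no evidence against chance. The real and the highest other counts were 40 and 0 in 7EX, 131 and 0 in 21EX, 67 and 0 in MP, 77 and 0 in LP and 44 and 1 in 0PP against NP/Sed, and 38 and 1 in 0PP against LP.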
